# NOVA2-mediated RNA regulation is required for axonal pathfinding during development

**DOI:** 10.7554/eLife.14371

**Published:** 2016-05-25

**Authors:** Yuhki Saito, Soledad Miranda-Rottmann, Matteo Ruggiu, Christopher Y Park, John J Fak, Ru Zhong, Jeremy S Duncan, Brian A Fabella, Harald J Junge, Zhe Chen, Roberto Araya, Bernd Fritzsch, A J Hudspeth, Robert B Darnell

**Keywords:** HITS-CLIP, NOVA, splicing, axon guidance, RNA-seq, agenesis corpus callosum, motoneuron, cochlear neuron, Mouse

## Abstract

The neuron specific RNA-binding proteins NOVA1 and NOVA2 are highly homologous alternative splicing regulators. NOVA proteins regulate at least 700 alternative splicing events in vivo, yet relatively little is known about the biologic consequences of NOVA action and in particular about functional differences between NOVA1 and NOVA2. Transcriptome-wide searches for isoform-specific functions, using NOVA1 and NOVA2 specific HITS-CLIP and RNA-seq data from mouse cortex lacking either NOVA isoform, reveals that NOVA2 uniquely regulates alternative splicing events of a series of axon guidance related genes during cortical development. Corresponding axonal pathfinding defects were specific to NOVA2 deficiency: *Nova2-/-* but not *Nova1-/-* mice had agenesis of the corpus callosum, and axonal outgrowth defects specific to ventral motoneuron axons and efferent innervation of the cochlea. Thus we have discovered that NOVA2 uniquely regulates alternative splicing of a coordinate set of transcripts encoding key components in cortical, brainstem and spinal axon guidance/outgrowth pathways during neural differentiation, with severe functional consequences in vivo.

**DOI:** http://dx.doi.org/10.7554/eLife.14371.001

## eLife digest

The first step of producing a protein involves the DNA of a gene being copied to form a molecule of RNA. This RNA molecule can often be processed to create several different “messenger” RNAs (mRNAs), each of which are used to produce a different protein by a process known as alternative splicing. A class of proteins that bind to RNA molecules controls alternative splicing. These “splicing factors” ensure that the right protein variant is produced at the right time and in the right place to carry out the appropriate activity.

Many genes that play important roles in the nervous system have been reported to undergo alternative splicing to generate different protein variants. However, it is unclear whether alternative splicing is important for controlling how the nervous system develops, during which time the neurons connect to the cells that they will communicate with. Forming these connections involves part of the neuron, called the axon, growing along a precise path through the nervous system to reach its destination.

Two RNA-binding proteins called NOVA1 and NOVA2 are produced exclusively in the central nervous system, where they regulate a number of actions including alternative splicing. So far, no differences in the roles of NOVA1 and NOVA2 have been identified, and relatively little is known about their actions in the brain.

Saito et al. have addressed these missing puzzle pieces by combining RNA analysis methods with an analysis of the structure of the nervous system of mice that lack either NOVA1 or NOVA2. This approach identified where NOVA1 and NOVA2 bind on mRNAs, and showed that the mRNAs are processed in different ways in the developing mouse brain depending on which form of the NOVA protein is bound to it.

Further analysis of the data revealed that NOVA2, and not NOVA1, regulates splicing in a series of RNA molecules that help to guide axons to the correct locations in the developing mouse brain. A related study by Leggere et al. also reported on the role that NOVA proteins play in the alternative splicing of one of these genes, called *Dcc*.

Saito et al. also found defects in the nervous systems of the mice that lacked NOVA2 that only occurred in these mice and resulted from certain axons being unable to follow the correct path to their target cells. These led to major defects, such as agenesis of the corpus callosum (a complete lack of connection between the right and left sides of the brain). Further defects affected how specific subsets of motor neurons connect to muscles and how cochlear neurons in the brainstem connect to the inner ear. The next steps are to explore how the processing of RNA molecules by NOVA2 causes these defects, and to assess whether these actions relate to developmental brain disorders in humans.

**DOI:** http://dx.doi.org/10.7554/eLife.14371.002

## Introduction

During central nervous system (CNS) development, a neuron extends its axon through a complex yet precise path to reach its final destination by sensing extracellular signals called guidance cues. These cues are sensed by the growth cone, a motile structure at the extending axon edge, and they control growth cone motility through directed cytoskeletal remodeling. Netrins, slits, semaphorins, and ephrins are the major classic guidance cues and elicit attractive or repulsive responses in growth cones via specific receptors (Brose et al., 1999; Cheng et al., 1995; Drescher et al., 1995; Fan and Raper, 1995; Kapfhammer and Raper, 1987; Kennedy et al., 1994; Kidd et al., 1999; Serafini et al., 1994). An important aspect of axon guidance is the spatial and temporal control of response to the guidance cues. For example, the spinal cord commissural axon reaching the midline senses netrin-1, secreted from the floorplate as a chemoattractive cue; however, once it has crossed the floorplate, this cue becomes repulsive (Kennedy et al., 1994; Kidd et al., 1998; Tessier-Lavigne et al., 1988; Zou et al., 2000). Furthermore, the spatiotemporally restricted expression of Robo3 alternative splicing isoforms in spinal cord commissure axons are essential for the switching of the growth cone response to the axon guidance cues (Chen et al., 2008), indicating that spatiotemporally regulated protein isoform expression and diversity is crucial to establish proper neuronal networks.

Alternative splicing and alternative polyadenylation can produce multiple messenger RNAs (mRNAs) possessing distinct coding and regulatory sequences from a single gene. The regulated processes that generate such mRNA diversity are orchestrated by RNA-binding proteins (RBPs). In the nervous system, alternative splicing has many important roles, including controlling the spatial and temporal expression of protein isoforms that are necessary for neurodevelopment and the modification of synaptic plasticity (Li et al., 2007; Licatalosi et al., 2008; Ule and Darnell, 2006). Significantly, human genetic studies have indicated that RNA misregulation resulting from defects in RBP expression and function are linked to numerous diseases, including Fragile X syndrome, spinal muscular atrophy, spinocerebellar ataxias, motoneuron disease and others (Cooper et al., 2009; Darnell, 2010; Lukong et al., 2008).

NOVA1 and NOVA2, RBPs initially identified as targets in autoimmune motor neuron disease (Buckanovich et al., 1993; Darnell and Posner, 2003), are RNA-binding splicing regulators specifically expressed in neurons in the CNS (Buckanovich et al., 1996; Yang et al., 1998). NOVA1 and NOVA2 harbor three KH-type RNA binding domains, and in vitro RNA selection (Buckanovich and Darnell, 1997; Jensen et al., 2000b; Yang et al., 1998) and X-ray crystallography (Lewis et al., 2000; Teplova et al., 2011) demonstrate that NOVA1 and NOVA2 bind directly to RNA sequences harboring YCAY motifs. The development of RNA:RBP crosslinking and immunoprecipitation (CLIP) (Ule et al., 2003; 2005a) followed by high-throughput sequencing (HITS-CLIP) (Licatalosi et al., 2008) methods has enabled identification of genome-wide RBP:RNA interaction maps in vivo. The bioinformatic integration of HITS-CLIP binding data and functional outcome revealed by exon junction microarray and RNA-seq data sets led to the conclusion that NOVA regulates alternative splicing following the rule that the position of NOVA binding to pre-mRNA predicts its action to enhance or inhibit alternate exon inclusion (Licatalosi et al., 2008; Ule et al., 2005b; 2006; Wu et al., 2013, Zhang et al., 2010). These analyses revealed ~700 NOVA1/NOVA2 target alternate exons and allowed to predict the biological process regulated by NOVA1/NOVA2. However, these studies have found no biochemical actions that were unique to NOVA1 versus NOVA2 paralogues, reflecting their nearly identical KH-type RNA binding domains.

In the present work, we find that NOVA2 uniquely regulates a series of alternative splicing events of axon guidance related genes, including deleted in colorectal carcinoma (*Dcc*), Roundabout, Axon Guidance Receptor, Homolog 2 (*Robo2*), Slit homolog 2 (*Slit2*), and EPH Receptor A5 (*Epha5*). These findings derived from combining transcriptome-wide NOVA1 and NOVA2 specific HITS-CLIP with RNA-seq analysis in the cortex of mice lacking either *Nova1* or *Nova2. Nova2* deficiency results in some common phenotypes, such as severe growth retardation, as previously reported in *Nova1-/-* mice (Jensen et al., 2000a), as well as unique phenotypes, including agenesis of the corpus callosum (ACC) in *Nova2-/-* mice. Unexpectedly, given that motoneurons express both NOVA1 and NOVA2, a subset of motoneuron axons directed to the ventral diaphragm show outgrowth defects in *Nova2-/-* but not *Nova1-/-* mice. In addition, the efferent innervation to the cochlea which is derived during development from a ventral subpopulation of facial motoneurons, is normal in *Nova1-/-* mice, reduced in *Nova2-/-* mice, and completely stalled in the absence of both *Nova1* and *Nova2*, suggesting that alternative splicing regulator NOVA2 plays critical roles in axon pathfinding context in mammals and that NOVA1 may have a cooperative role in this process. Based on these observations from genome-wide and histological analyses of *Nova2-/-* mice, we conclude that NOVA2-mediated RNA regulation is essential for CNS development by regulating neural networks wiring.

## Results

### Generation of *Nova2* null mice and growth retardation in *Nova2* null mice

We utilized targeted mutagenesis to disrupt *Nova2* genetic function in mice. A targeting cassette was designed to replace the first exon of *Nova2* gene (Figure 1A). The genotype of the resulting progenies was confirmed both by Southern blot (Figure 1B) and PCR (Figure 1C). The progeny displayed the expected Mendelian ratio of mice for the heterozygous and homozygous *Nova2* mutation. To confirm that homozygous *Nova2* mutant mice did not express NOVA2 protein, Western blot analysis was carried out on protein extracts from P0 cortex (Figure 1D) of wild-type, *Nova2-/-,* and *Nova1-/-* mice, using anti-NOVA1, anti-NOVA2, and antisera from a patient with paraneoplastic opsoclonus-myoclonus ataxia (POMA), which recognizes all NOVA protein species (Yang et al., 1998). Expression of NOVA2 protein isoforms was absent in *Nova2-/-*mice (Figure 1D).

**Figure 1.**
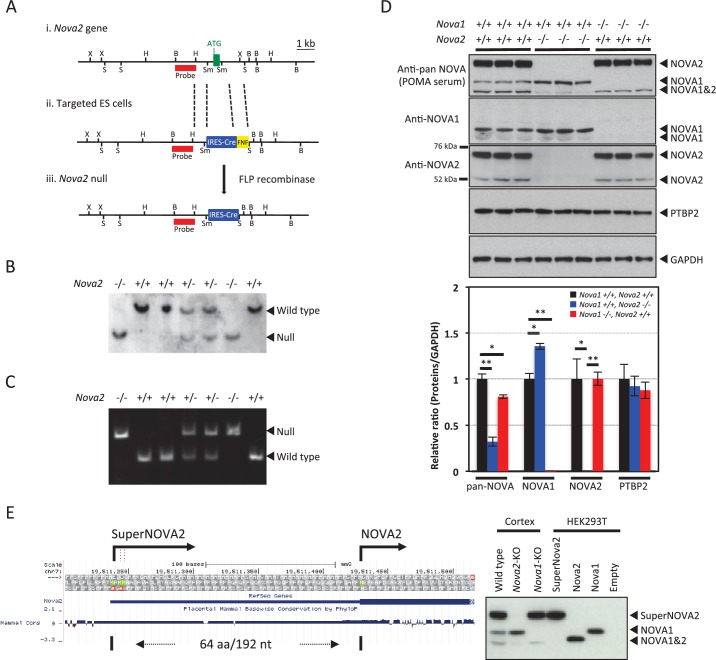
Generation of *Nova2* null mice and characterization of SuperNOVA2. (**Ai**) The wild-type *Nova2* locus illustrated contains the first exon (green box, with initiator ATG indicated). (**Aii**) A targeting construct was generated harboring a genomic fragment (left: 2.2 kb) flanking the initiator methionine, an *IRES-Cre FRT-NEO-FRT (FNF*) insertion, and an intronic genomic fragment flanking the first coding exon (right: 6 kb). (**Aiii**) The *Nova2* null locus following FLP-mediated excision of *FNF* cassette. Restriction enzyme sites were indicated for BamHI (**B**), HindIII (**H**), SacI (**S**), SmaI (Sm) and XbaI (X). The probes position used for Southern blot was indicated in *red*. (**B**) Genotypic analysis of *Nova2* null mice. Southern blot analysis was performed on tail DNA digested with BamHI, using the probe described in (**A**). (**C**) Genotyping PCR analysis of *Nova2* null mice. (**D**) Western blot analysis of NOVA1 and NOVA2 proteins. Extracts of mouse cortex (10 μg/lane) were made from age-matched P0 wild-type, *Nova2-/-*, and *Nova1-/-* mice, loaded on SDS-PAGE gels, and blotted with anti-pan NOVA (POMA antisera), anti-NOVA1 specific, anti-NOVA2 specific, anti-PTBP2, and anti-GAPDH antibodies. Quantification and comparison of NOVA1 and NOVA2 proteins expression amounts in the cortex of wild-type, *Nova2-/-*, and *Nova1-/-* mice. Data are presented as mean ± SD. *p<0.05, **p<0.01 (n = 3, Tukey’s multiple comparison test). (**E**) Characterization of superNOVA2. *Left Diagram* showing a putative superNOVA2 initiator methionine (*green*) positioned 192 nt upstream of the known *Nova2* initiator methionine. *Right panel* showing the NOVA proteins mobility on electrophoresis. **DOI:** http://dx.doi.org/10.7554/eLife.14371.003

**Figure 1—figure supplement 1.**
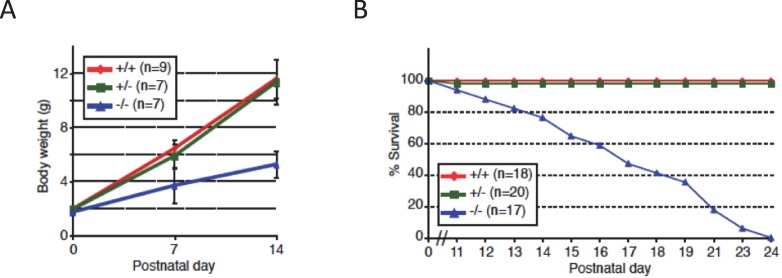
Growth retardation of *Nova2*-/- mice. (**A**) Growth curves of *Nova2-/-, Nova2*+/-, and *Nova2*+/+ littermates. Weights of *Nova2-/- (blue), Nova2*+/- (*green*), and *Nova2*+/+ (*red*) mice were studied from birth to age 14 days (n > = 7). Data are presented as mean ± SD. (**B**) Survival curves of *Nova2-/- (blue), Nova2*+/- (*green*), and *Nova2*+/+ (*red*) littermates. *Nova2*-/- mice died on average between P14-P18, whereas *Nova2*+/- showed no difference in survival from *Nova*2+/+ mice. Data are presented as mean ± SD. **DOI:** http://dx.doi.org/10.7554/eLife.14371.004

**Figure 1—figure supplement 2.**
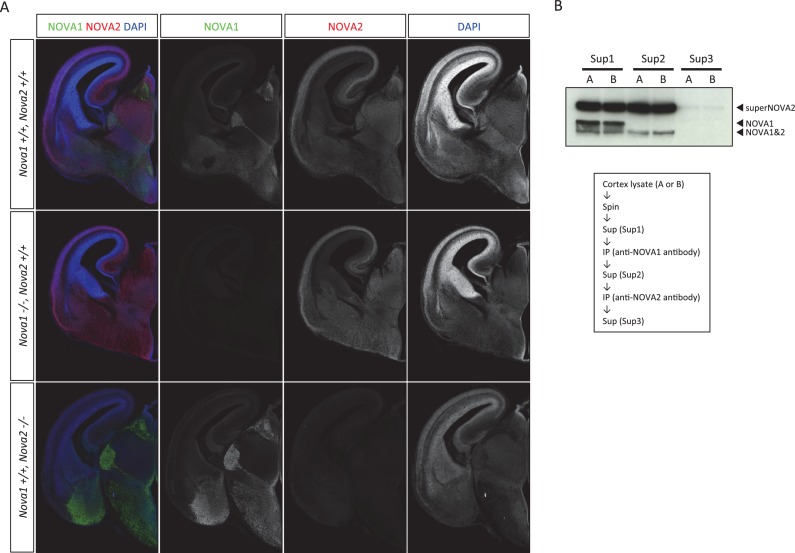
Anti-NOVA2 and anti-NOVA1 antibodies specificity. Coronal brain sections of E16.5 wild-type, *Nova1*-/-, and *Nova2*-/-, stained for NOVA1 (***green***), NOVA2 (***red***), and DAPI (***blue***). Scale bar; 500 μm. (**B**) Specificity of antibodies for immunoprecipitation. **DOI:** http://dx.doi.org/10.7554/eLife.14371.005

Interestingly, more than one protein isoform was absent in protein extracts from *Nova2* null mice: a single 50–52 kDa NOVA2 protein species corresponding to the predicted size of the previously described *Nova2* ORF, and a series of previously described (Ule et al., 2005a; Eom et al., 2013) but uncharacterized protein isoforms of ~70 kDa recognized by anti-NOVA2 antibody and POMA antisera, which we named SuperNOVA2. We found three putative initiator ATG sequences upstream of the known *Nova2* start codon on the 5’ UTR of the transcript. The mobility of SuperNOVA2 on electrophoresis was comparable with the protein product expressed from SuperNOVA2 plasmid containing full-length sequence of the 5’ UTR (Figure 1E), confirming that SuperNOVA2 translation started from an upstream codon in the *Nova2* 5’ UTR. Using anti-NOVA1 or SuperNOVA2/NOVA2 specific antibodies, we found that NOVA1 protein levels were significantly increased, by ~40% in *Nova2-/-* mice cortex (Figure 1D) but NOVA1 anatomic expression pattern was similar to wild-type mice sections (data not shown). Thus NOVA1 has partially overlapping distributions with SuperNOVA2/NOVA2 (hereinafter we defined SuperNOVA2/NOVA2 as NOVA2), is upregulated by unknown means in the absence of *Nova2*, and may have partially redundant functions with NOVA2 in the cortex.

*Nova2* null animals were born indistinguishable from littermates but failed to thrive, demonstrating progressive motor dysfunction and overt motor weakness, and they died an average of 14–18 days after birth (Figure 1—figure supplement 1). There was no apparent phenotype in *Nova2* heterozygotes, although we previously found that when assessed by electroencephalography, 6 month old *Nova2+/-* (and *Nova1+/-*) mice had frequent synchronous cortical interictal discharges consistent with epilepsy (Eom et al., 2013). In conclusion, we demonstrate that the *Nova2* gene encodes for multiple protein isoforms, including an identified ~70 kDa SuperNOVA2 isoform, and that *Nova2* is necessary for post-natal survival.

### Genome-wide NOVA1- and NOVA2-RNA interaction maps

The NOVA1/2 splicing-regulatory network and its target alternative splicing events have been previously defined by utilizing NOVA2 and pan-NOVA HITS-CLIP data, splicing sensitive microarray data, NOVA1/2-binding motifs, and integrative modeling (Licatalosi et al., 2008; Ule et al., 2005b; 2006; Zhang et al., 2010), yet these data sets were integrated data sets from multiple developmental stages, CNS regions, and *Nova1/Nova2* genotypes. Relatively little is known about the biologic consequences of NOVA1 and NOVA2 action and about the functional differences between NOVA1 and NOVA2 in a specified CNS region and at a particular developmental stage.

To identify NOVA1 and NOVA2 direct RNA targets in E18.5 cortex, a transcriptome-wide library of NOVA1-RNA and NOVA2-RNA interactions were generated by HITS-CLIP from E18.5 wild-type mice cortex and sequenced. NOVA1 and NOVA2 CLIP reads were filtered and aligned to the mouse genome (mm9). A total of 2,318,553 unique NOVA2 CLIP tags were obtained from three biological replicates (483,446, 836,678, and 998,429 unique tags, respectively), with a total of 139,007 clusters from at least two or three biologic replicates (defined as biological complexity of two (BC2)). A total of 910,342 unique NOVA1 CLIP tags were obtained from three biological replicates (319,904, 292,709, and 297,729 unique tags, respectively), with a total of 54,546 clusters (BC2). To identify sequence features most commonly associated with either NOVA1-RNA or NOVA2-RNA interactions, 4 nucleotide (nt) long motifs were counted in BC2 NOVA1 and NOVA2 clusters and in a set of shuffled control sequences as a control. Each of the top five ranking tetramers in NOVA1 and NOVA2 clusters were the same (UCAU, CAUC, CAUU, UCAC, and UUCA) (Figure 2A) and coincided with the previously identified YCAY NOVA binding motif. Enrichment of the YCAY motif around NOVA1 and NOVA2 clusters was comparable between NOVA1 and NOVA2 and greatly enriched within NOVA1 and NOVA2 CLIP clusters (Figure 2B), suggesting that NOVA1 and NOVA2 recognized the same YCAY RNA sequence. NOVA1 and NOVA2 CLIP tag positions on known NOVA regulated alternatively spliced exons (Zhang et al., 2010) were comparable (Figure 2C and D). For example, alternative splicing of *Agrn* minigene containing exon 31–34 were regulated by NOVA1 and NOVA2 in the same splicing direction, in this case mediating the inclusion of the exon (Figure 2—figure supplement 1), indicating that NOVA1 and NOVA2 have similar RNA interaction profiles on NOVA1/2 target alternative splicing sites and are capable of regulating the same alternative splicing events.

**Figure 2.**
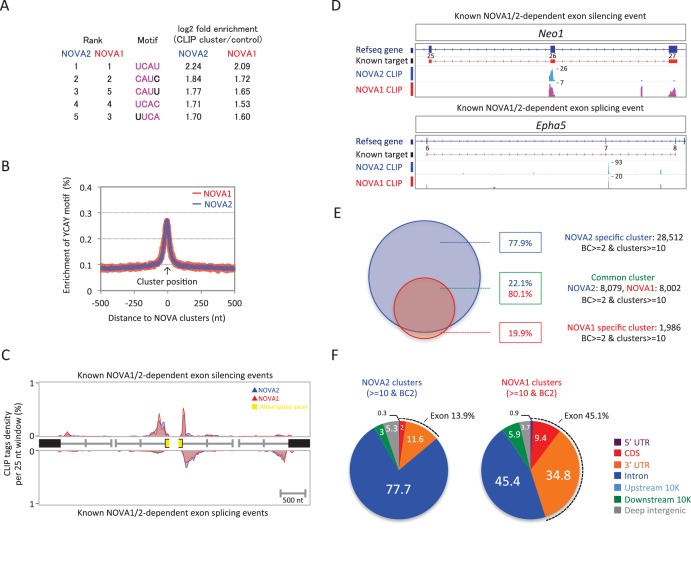
NOVA2 and NOVA1 HITS-CLIP. (**A**) Top 5 tetramers present in BC2 NOVA2 and NOVA1 sequences compared with the shuffled control sequences. The sequences corresponding to YCAY motif were high-lighted with *magenta*. (**B**) Enrichment of YCAY motif near NOVA2 (*blue*) and NOVA1 (*red*) clusters. (**C**) Distribution of BC2 NOVA2 (*blue*) and NOVA1 (*red*) CLIP tags (*Y*-axis: CLIP tags density in each 25 nt window) near known NOVA1/2 targeted alternative exons silencing (*top panel*) and splicing (*bottom panel*) events. (**D**) Examples of NOVA2 and NOVA1 CLIP cluster location near known NOVA1/2-target alternative splicing exon (*top panel*; silencing event, *Neo1* exon 25–27, *bottom panel*; splicing event, *Epha5* exon 6–8). (**E**) Summary of robust NOVA2 (*blue*) and NOVA1 (*red*) CLIP BC2 clusters consisted of a minimum of 10 tags. (**F**) Genomic distribution of BC2 NOVA2 (*left*) and NOVA1 (*right*) clusters consisted of a minimum of 10 tags. **DOI:** http://dx.doi.org/10.7554/eLife.14371.006

**Figure 2—figure supplement 1.**
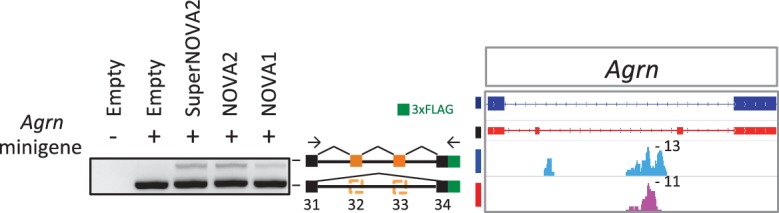
Alternative splicing regulation of *Agrn* minigene by NOVA proteins. Alternative splicing impact on *Agrn* minigene was examined in HEK293T cells with or without NOVA proteins conditions. **DOI:** http://dx.doi.org/10.7554/eLife.14371.007

**Figure 2—figure supplement 2.**
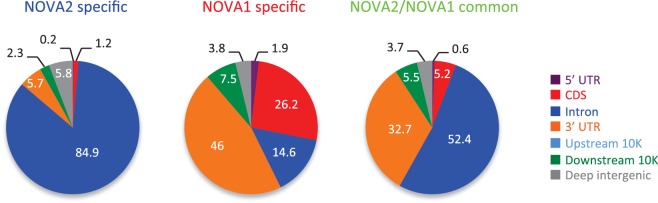
Genomic distribution of BC2 NOVA2 specific (*left*), NOVA1 specific (*middle*), and NOVA2/NOVA1 common clusters consisted of a minimum of 10 tags. **DOI:** http://dx.doi.org/10.7554/eLife.14371.008

**Figure 2—figure supplement 3.**
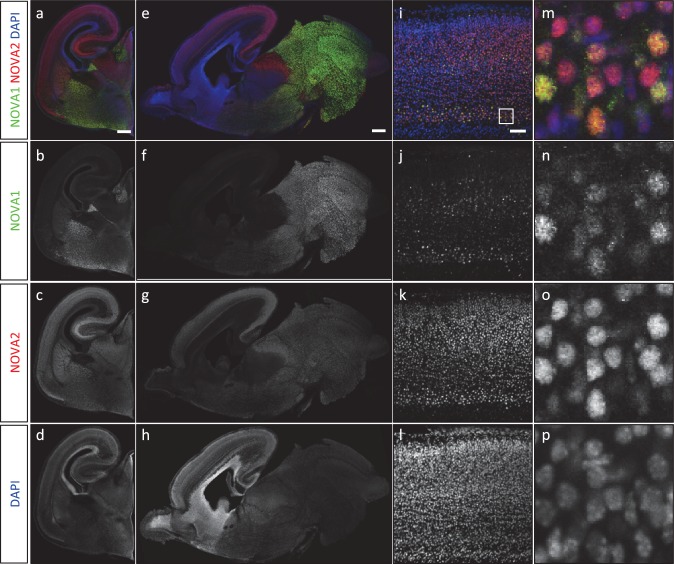
NOVA1 and NOVA2 expression in the mouse embryonic brain. (**A**) Immunohistochemistry of NOVA1 (***b**, **f**, **j**, **n**: green*) and NOVA2 (***c**, **g**, **k**, **o**: red*) in E18.5 coronal sections (***a**–**d***), sagittal sections (***e**–**h***), neocortex (***i**–**p***). Scale bars; 500 μm (***a**–**h***), 50 μm (***i**–**l***). **DOI:** http://dx.doi.org/10.7554/eLife.14371.009

Twenty-six percent or eighteen percent, respectively, of the NOVA2 or NOVA1 BC2 clusters consisted of a minimum of 10 tags (defined as peak height (PH); NOVA2; 36,591 of 139,007, NOVA1; 9988 of 54,546). 80.1% of NOVA1 clusters were shared with NOVA2 cluster positions, while 22.1% of NOVA2 clusters overlapped with NOVA1 (Figure 2E). Interestingly, the genomic distribution of NOVA2 clusters and NOVA1 showed different distributions within their target transcripts (Figure 2F and Figure 2—figure supplement 2). 77.7% of NOVA2 clusters were located in introns and 13.9% in exons (5’ UTR, CDS, and 3’ UTR) compared to 45.4% of NOVA1 clusters that were in introns and 45.1% in exons (Figure 2F). 84.9% of NOVA2 specific BC2 clusters (PH>=10) were enriched in introns, while 74.1% of NOVA1 specific BC2 clusters (PH>=10) were in exons (Figure 2—figure supplement 2), indicating that NOVA2 binds preferentially to introns than exons, suggesting that NOVA2 may play a greater nuclear role than NOVA1, and demonstrating that RNA-interaction profiles on a genome-wide scale are different between NOVA homologues.

The distribution of NOVA2 throughout the brain mirrored previous immunohistochemical and in situ hybridization data (Yang et al., 1998) showed that NOVA2 was expressed at high levels in cortex and hippocampus, and at lower levels in midbrain and spinal cord, where NOVA1 was expressed at high levels in a generally reciprocal fashion, with low levels in the cortex and relatively high levels in the midbrain and spinal cord (Figure 2—figure supplement 3). The NOVA2 expressed cell in the cortical plate of neocortex was ubiquitously distributed at comparable expression level, yet NOVA1 was expressed in the specified cell types. Taken together, the HITS-CLIP and immunohistochemical data suggest that NOVA1 and NOVA2 perform unique biological functions in different brain areas and cell types, and that in those few cortical neurons expressing NOVA1, NOVA2 might be expected to have some redundant activity, while the reciprocal may not so often be the case.

### NOVA2-dependent alternative splicing changes of axon guidance related genes

To identify NOVA1 or NOVA2 target transcripts whose abundance or alternative splicing was changed in either *Nova1-/-* or *Nova2-/-* cortex, paired-end 125 nucleotide RNA-seq libraries were prepared from littermate E18.5 wild-type, *Nova1-/-*, *and Nova2-/-* mice cortex. 

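The cortex RNA came from 12 mice at embryonic day 18.5, with 3 mice in each of 4 groups: *Nova2-/-* mice and their wild-type littermates, and *Nova1-/-* mice and their wild-type littermates. The authors aligned the reads to mm10 with OLego, an aligner that places reads across exon junctions, and deposited expected counts for 23038 gene symbols, of which 25 have the form of a date. The deposited counts were not normalized. Between 7.48% and 11.7% of the values of a mouse from the *Nova2* litters were not whole numbers, against 18.6% to 20.0% in the *Nova1* litters. The paper's text names neither the counting program nor its annotation. For the comparisons here, the counts were rounded to whole numbers, scaled with edgeR's TMM method and passed through edgeR's default filter on low counts, which left 15691 genes in the *Nova2* litters and 15901 genes in the *Nova1* litters. Each knockout was compared with its own wild-type littermates by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. A transcript was counted as changed at the paper's thresholds, an FDR below 0.05 and a log2 fold change of at least 1 in size. Counts were simulated in which 200 genes had a log2 fold change of 2 in size. The test recovered 188 of them with 7 false calls at the size of the *Nova2* comparison. At the size of the *Nova1* comparison it recovered 197 with 2 false calls. Changes nearer to the threshold of 1 were not simulated, nor were differences between mice that many genes share. These numbers therefore do not give the power or the error in the real data.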

A total of 225,054,059 and 213,596,515 unique reads were obtained from three biological replicates of wild-type and *Nova1-/-* mice, respectively, and a total of 190,282,241 and 180,200,564 unique reads were obtained from three biological replicates of wild-type and *Nova2-/-* mice, respectively. These experiments showed that the abundance of 60 transcripts were significantly changed in *Nova2-/-* mice compared to only 2 transcripts which showed steady-state changes in *Nova1-/-* mice compared to wild-type littermates (FDR<0.05 and |log_2_FC|>=1) (Figure 3A), consistent with lower levels of NOVA1 expression in cortex. 

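The expected counts deposited for the 3 wild-type littermates of *Nova2-/-* mice summed to 72314317, and those of the 3 *Nova2-/-* mice to 66586580. In the *Nova1* litters the sums were 84004858 for the wild-type mice and 80033974 for the *Nova1-/-* mice. The total of a single mouse ranged from 16518149 in wild-type replicate 2 of the *Nova2* litters to 31361972 in wild-type replicate 6 of the *Nova1* litters. In wild-type replicate 2 of the *Nova2* litters, 21791 genes had a count, against 18397 to 19396 genes in the other mice. Spearman's correlation of the counts across genes, which are not independent replicates, was between 0.971 and 0.982 for pairs of wild-type mice of the *Nova2* litters and between 0.985 and 0.992 for pairs within the other groups. The targeted genes were then followed in each mouse. *Nova1* lies on chromosome 12 of mm9 from 47795504 to 47919762. Its CPM, the count scaled to a TMM-adjusted library of fixed size, was 62.6 ± 18.6 (SD, n = 3) in wild-type cortex and 0.119 ± 0.0886 (SD, n = 3) in *Nova1-/-* cortex, where the 3 mice had 3, 1 and 5 counts, a log2 fold change of -9.06 (standard error 0.38, adjusted p = 7.94e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Nova2* lies on chromosome 7 from 19510698 to 19551031, and the paper's targeting cassette replaced its first exon. Its CPM was 34.6 ± 5.74 (SD, n = 3) in wild-type cortex and 19.0 ± 2.47 (SD, n = 3) in *Nova2-/-* cortex, a log2 fold change of -0.87 (standard error 0.14, adjusted p = 0.0373 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each mouse left out in turn, this log2 fold change stayed between -0.98 and -0.73, and its adjusted p was above 0.05 in 5 of the 6 fits. In *Nova2-/-* cortex the log2 fold change of *Nova1* was 0.10 (standard error 0.14, adjusted p = 0.724 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it was -0.03 without wild-type replicate 2.

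**Figure D1:**
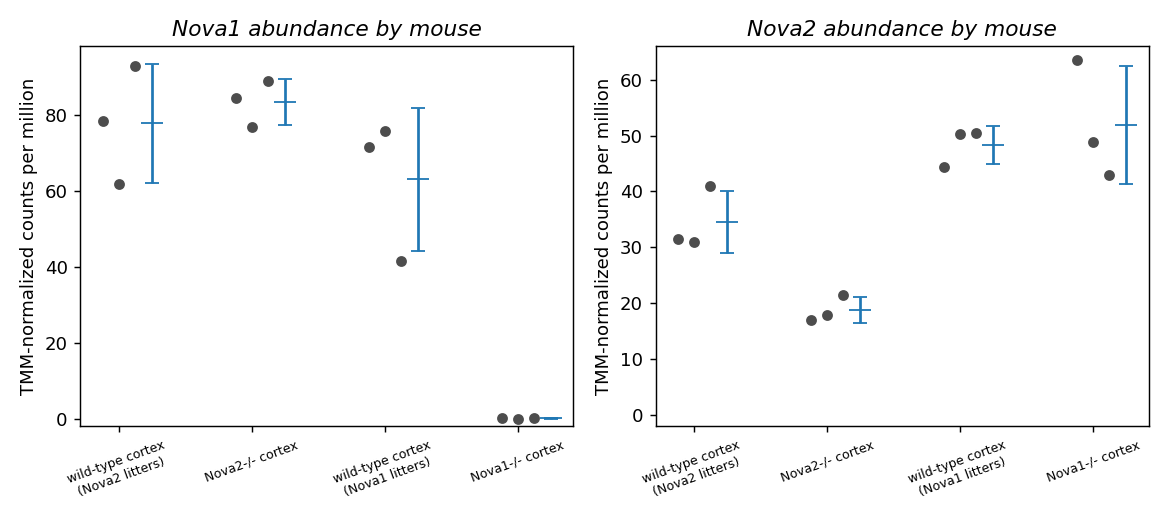
CPM of *Nova1* and *Nova2* in each of the 12 cortex samples, scaled with edgeR's TMM method, with 1 point per mouse and the mean and SD of each group of 3. *Nova1* lies near 0 in the 3 *Nova1-/-* mice, and *Nova2* averages 19.0 in the 3 *Nova2-/-* mice.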

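In *Nova2-/-* cortex, 41 transcripts passed both thresholds, 32 of them higher and 9 lower than in wild-type littermates, and in *Nova1-/-* cortex 2 transcripts did. At an unadjusted p below 0.05 there were 3005 and 1183 transcripts. *Cldn11*, on chromosome 3 of mm9 from 31048868 to 31063246, had 7.99 ± 2.27 CPM (SD, n = 3) in wild-type and 27.4 ± 2.35 (SD, n = 3) in *Nova2-/-* cortex, a log2 fold change of 1.76 (standard error 0.19, adjusted p = 0.00977 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Gbp4* had a log2 fold change of 2.00, *Scgn* of 1.75, *Bmp5* of 1.55 and *Adamts12* of 1.54. The lowest log2 fold change was that of *Ccdc30*, on chromosome 4 from 118995498 to 119088126, with 15.8 ± 3.60 CPM (SD, n = 3) in wild-type and 4.66 ± 2.01 (SD, n = 3) in *Nova2-/-* cortex, a log2 fold change of -1.77 (standard error 0.32, adjusted p = 0.0474 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Pglyrp1*, *Gm19345*, *Amn* and *H2-T24* followed with log2 fold changes between -1.65 and -1.34. *Pglyrp1* lies on chromosome 7 from 19470039 to 19475787, close to the targeted *Nova2*, which starts at 19510698. An effect of the altered locus on *Pglyrp1* was not tested and cannot be told apart from the loss of NOVA2. With each mouse left out in turn, the 10 named transcripts stayed on their side of 0. The adjusted p of each was above 0.05 in 2 to 5 of the 6 fits. With the replicate number as a block, *Gbp4*, *Scgn*, *Pglyrp1* and *H2-T24* had an adjusted p between 0.0503 and 0.0675 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and no longer passed. In *Nova1-/-* cortex the changed transcripts were *Nova1* and *Hif3a*, on chromosome 7 from 17616856 to 17647776, which rose from 4.35 ± 0.417 (SD, n = 3) to 10.7 ± 1.50 (SD, n = 3) CPM, a log2 fold change of 1.29 (standard error 0.14, adjusted p = 0.00827 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 fold change of *Hif3a* stayed between 1.19 and 1.39 with each mouse left out in turn. Its adjusted p was above 0.05 in 3 of these 6 fits.

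The alternative that moved the count in *Nova2-/-* cortex most was leaving out wild-type replicate 3, which gave 254 transcripts, and the 6 fits that each left out 1 mouse gave from 4 to 254. The wild-type and *Nova2-/-* mice share the replicate numbers 1 to 3. Across genes, the deviations of a mouse from its group mean had an average correlation of 0.132 between mice of one number and -0.0633 between mice of different numbers. Deviations from a group mean cancel within the group, so the second value follows largely from the first. Whether equal numbers mark pairs of mice is not decided by these values. With the number as a block, 55 transcripts passed both thresholds, 31 of them among the 41. A list of 19 genes of the meninges, the membranes around the brain, had a median log2 fold change of 1.29 in *Nova2-/-* cortex. Their summed CPM were 210, 271 and 551 in the 3 wild-type mice and 926, 848 and 1012 in the 3 *Nova2-/-* mice.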

More changes were seen in analyzing splicing-dependent changes, and this pattern of differential NOVA2 and NOVA1 effects was also seen. We integrated NOVA1 and NOVA2 specific HITS-CLIP data, RNA-seq data, and NOVA binding YCAY motifs to define 1991 NOVA2 and 58 NOVA1-mediated alternative splicing events in the mouse cortex (Figure 3B and Figure 3—figure supplement 1). 

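The splicing values come from the authors' alignments, with the analysis made on mm10 and its coordinates converted to mm9, and the deposited table holds 1 value of *Δ*I per event and comparison. *Δ*I is the inclusion in wild-type minus the inclusion in knockout, so a value above 0 means less inclusion in the knockout. The values are not given per mouse and without read counts, so their depth and their spread between mice are unknown. The authors' deposited table lists 1991 events past the thresholds of 0.1 for |*Δ*I| and 0.1 for FDR in *Nova2-/-* cortex, on 539 gene symbols, with 4 events that have no symbol. They comprise 941 cassette exons, 720 tandem cassette exons, 219 mutually exclusive exons, 49 alternative 3' splice sites, 38 retained introns and 24 alternative 5' splice sites. For its 1991 events the paper also required a YCAY motif inside a NOVA CLIP cluster at the exon or its neighbouring introns. The set is therefore not every splicing change in *Nova2-/-* cortex, and this condition was not checked here. The events are not independent of each other, since they fall on 880 distinct spans between flanking exons, and joining the events that overlap on one strand leaves 606. The alternative that moved the count most was this joining.

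*Δ*I was above 0 in 967 of the 1991 events, or 48.6% (95% Wilson interval 46.4% to 50.8%, which treats the events as independent), and in 45.8% when 1 event per gene was taken. By type, *Δ*I was above 0 in 471 of 941 cassette exons and 349 of 720 tandem cassette exons, but in 4 of 38 retained introns. In the authors' deposited table the lowest *Δ*I was -0.985, for a tandem cassette event of *Dab1* on chromosome 4 from 104360988 to 104390877, where *Δ*I in *Nova1-/-* cortex was 0.0526. A cassette exon of *Lmtk3*, on chromosome 7 from 53043016 to 53043124, had a *Δ*I of -0.826 in the authors' deposited table and -0.00410 in *Nova1-/-* cortex. The highest *Δ*I in the authors' deposited table was 0.865, for a mutually exclusive event of *Lmtk3* on chromosome 7 from 53042180 to 53043392. The authors' deposited table also gives *Δ*I of 0.838 for a tandem cassette event of *Nrcam* on chromosome 12 from 45645712 to 45648330, and 0.817 for a cassette exon of *Cyb5r4* on chromosome 9 from 86951977 to 86952129. The median |*Δ*I| over the 1991 events was 0.223 in *Nova2-/-* and 0.0341 in *Nova1-/-* cortex. In *Nova1-/-* cortex 18 of these events on 8 genes passed both thresholds, and 16 of the 18 went in the direction opposite to that in *Nova2-/-* cortex. Of the genes with an event, 505 were among those tested for abundance in *Nova2-/-* cortex. The median size of their log2 fold change was 0.12, which lay above 91.22% of 10000 random lists of genes of equal number and expression. Events that changed in *Nova1-/-* mice alone are not part of the table and were not analysed here.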

Interestingly, there was no correlation between *delta* I (*Δ*I) of wild-type versus *Nova1-/-* and wild-type versus *Nova2-/-* (R = 0.09) (Figure 3C). 

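Across the events of the deposited table, *Δ*I in *Nova2-/-* cortex and *Δ*I in *Nova1-/-* cortex had a Pearson correlation of -0.0854 and a Spearman correlation of -0.0684. The 7 events of *Nova1* itself have no *Δ*I in *Nova1-/-* cortex and were left out. No p is given, because events of one gene share exons and are not independent. With 1 event per gene, the event with the largest |*Δ*I| in *Nova2-/-* cortex, the correlation was -0.116. Among the 170 events with |*Δ*I| of at least 0.5 in *Nova2-/-* cortex, a limit chosen after the data had been seen, it was 0.195, against -0.245 for the 865 events from 0.1 to 0.2, -0.241 for the 508 events from 0.2 to 0.3 and -0.0526 for the 441 events from 0.3 to 0.5. By size of |*Δ*I| in *Nova2-/-* cortex, 40.8% of the events from 0.1 to 0.2 went in one direction in both knockouts, as did 38.6% from 0.2 to 0.3, 49.9% from 0.3 to 0.5, and 60.6% from 0.5. With 1 event per gene the shares were 41.1%, 45.8%, 44.8% and 52.9%.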

Taken together, this data shows that *Nova1* and *Nova2* have different RNA regulatory networks in developing cortical neurons; while the quantitative differences likely relate to the greater and more unique cellular expression of NOVA2 relative to NOVA1 in cortex, they also support the suggestion that the two NOVA homologues may regulate unique biological processes.

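The difference between the knockouts in abundance was tested itself with all 12 cortex samples in one edgeR model, as the change in *Nova2-/-* cortex minus the change in *Nova1-/-* cortex. In this test 113 transcripts passed both thresholds, 90 with a higher and 23 with a lower change in *Nova2-/-* cortex. Of the 113, 4 (*Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty*) were Y-linked. The 19 meningeal genes had a median log2 difference of 1.50 in this test. Different amounts of meningeal tissue and the sex of the embryos may therefore contribute to the 113. Across the genes tested in both comparisons, which are not independent replicates, the log2 fold changes of *Nova2-/-* and *Nova1-/-* cortex had a Pearson correlation of -0.184, and of -0.194 without *Nova1* and *Nova2*. The *Nova2-/-* and *Nova1-/-* mice come from different litters, and 103 transcripts passed both thresholds between the wild-type cortices of these litters, so that genotype and litter cannot be told apart in a direct comparison of the knockouts. From the numbers of changed transcripts and events and the lack of correlation in *Δ*I, the paper concludes that *Nova1* and *Nova2* have different RNA regulatory networks in developing cortical neurons. It holds that the difference in number likely relates to the greater and more unique cellular expression of NOVA2, and proposes that each homologue may regulate biological processes of its own.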

**Figure 3.**
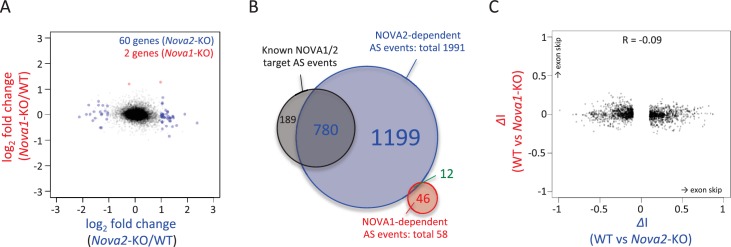
RNA-seq analysis in either *Nova2-/-* or *Nova1-/-* versus littermate wild-type control. (**A**) RNA abundance changes in *Nova2-/-* and *Nova1-/-* mice cortex and comparison of its correlation in *Nova2-/-* with in *Nova1-/- mice. X*-axis and *Y*-axis indicated log_2_(*Nova2-KO*/wild-type fold change (FC)) and log_2_(*Nova1-KO*/wild-type FC), respectively. Transcripts significantly changed in *Nova2-/-* and *Nova1-/-* mice cortex were shown in *blue* and *red*, respectively (FDR<0.05 and log_2_|FC|>=1). (**B**) Summary of NOVA2- and NOVA1-dependent alternative splicing changes that showed |*Δ*I| >= 0.1 (FDR < 0.1) (Ule et al., 2005b) and that contained YCAY motif(s) within BC2 NOVA1 or NOVA2 HITS-CLIP clusters on alternative splicing exons and/or its upstream/downstream introns. 1991 NOVA2-target alternative splicing events on 540 genes (known [Zhang et al., 2010]; 780 events, novel; 1211 events), 58 NOVA1-target events on 20 genes (known; 0 events, novel 58 events). (**C**) Correlation of *Nova2-* and *Nova1*-deficient impact on alternative splicing events. *X*-axis and *Y*-axis indicated *Δ*I of wild-type (WT) vs *Nova2-/-* and vs *Nova1-/-*, respectively. **DOI:** http://dx.doi.org/10.7554/eLife.14371.010 10.7554/eLife.14371.011Figure 3—source data 1.Gene Ontology (GO) terms associated with NOVA2-target alternative splicing exons.Summary of GO analysis of NOVA2-regulated genes performed using DAVID Bioinformatics Resources (https://david.ncifcrf.gov) (FDR<0.05).**DOI:** http://dx.doi.org/10.7554/eLife.14371.011 10.7554/eLife.14371.012Figure 3—source data 2.The transcriptome abundance of the neuronal differentiation markers in the E18.5 cortex of *Nova1-/-* and *Nova2-/-* mice.log2FC: log_2_ (*Nova*1 or *Nova2* mutants/wild-type) fold change.**DOI:** http://dx.doi.org/10.7554/eLife.14371.012

**Figure 3—figure supplement 1.**
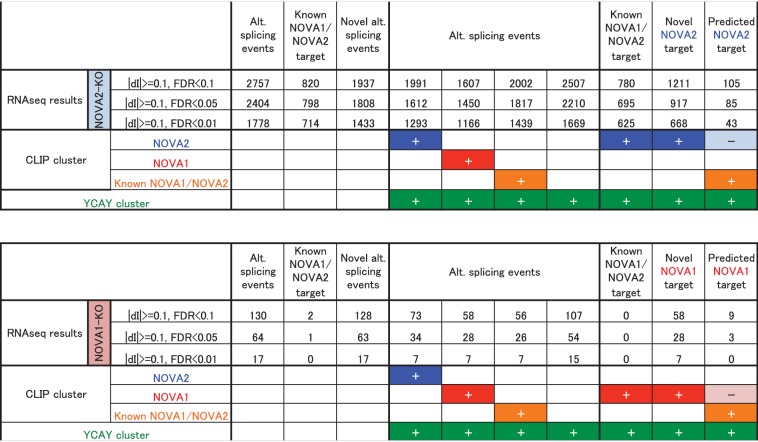
Summary of the number of alternative splicing events detected by RNA-seq analysis with/without NOVA2 or NOVA1 CLIP clusters and/or YCAY clusters. **DOI:** http://dx.doi.org/10.7554/eLife.14371.013

**Figure 3—figure supplement 2.**
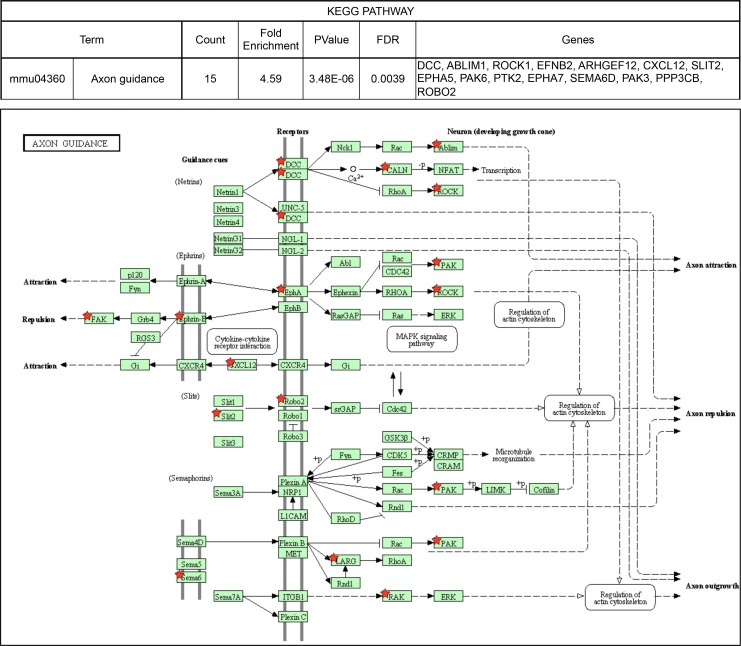
KEGG pathways over-represented among NOVA2-target genes. Axon guidance pathway (FDR<0.05). *Red stars* indicating NOVA2-target alternative splicing genes identified by combining RNA-seq with NOVA2 HITS-CLIP analysis. Figures obtained from GO analysis using DAVID Bioinformatics Resources (https://david.ncifcrf.gov). **DOI:** http://dx.doi.org/10.7554/eLife.14371.014

**Figure 3—figure supplement 3.**
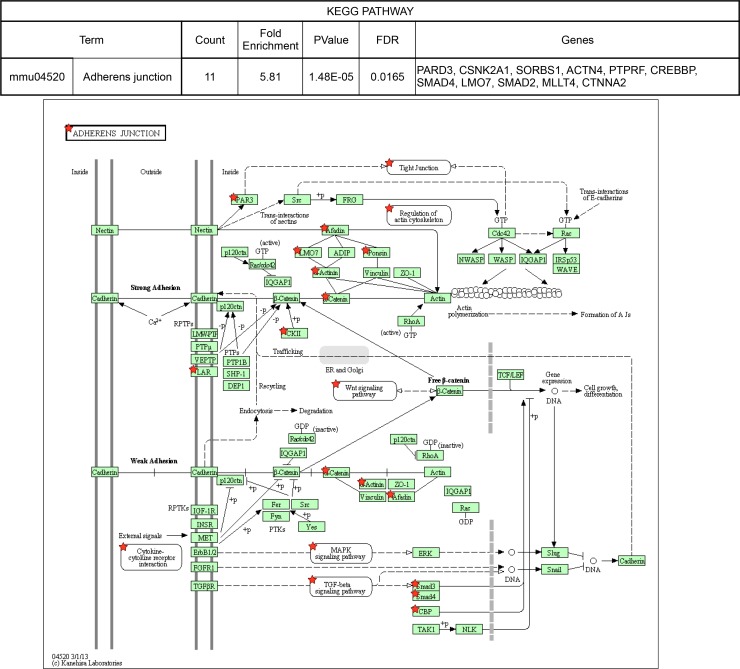
KEGG pathways over-represented among NOVA2-target genes. Adherens junction pathway (FDR<0.05). *Red stars* indicating NOVA2-target alternative splicing genes identified by combining RNA-seq with NOVA2 HITS-CLIP analysis. Figures obtained from GO analysis using DAVID Bioinformatics Resources (https://david.ncifcrf.gov). **DOI:** http://dx.doi.org/10.7554/eLife.14371.015

**Figure 3—figure supplement 4.**
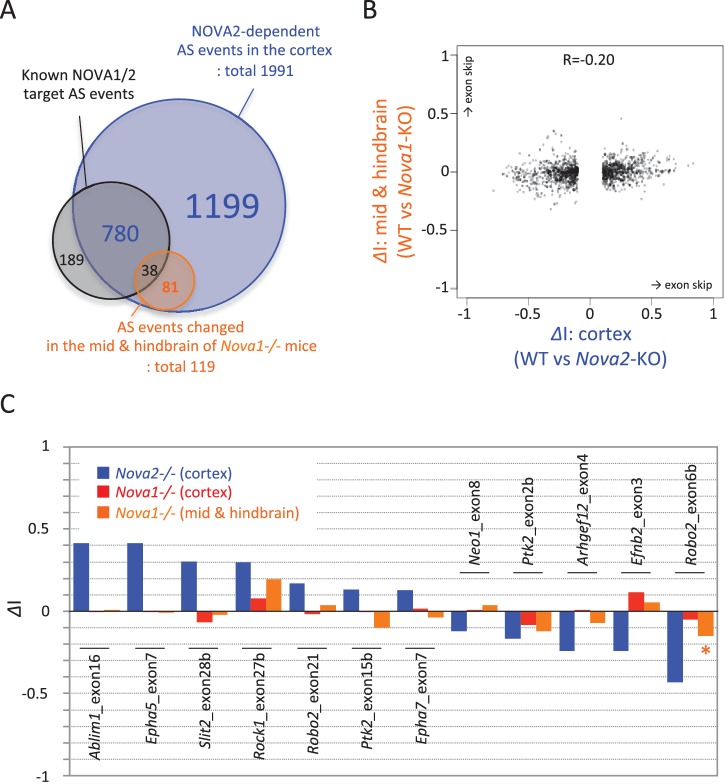
RNA-seq analysis in the midbrain and hindbrain of *Nova1-/-* versus littermate wild-type control. (**A**) Summary of NOVA2-dependent (cortex) and NOVA1-dependent (midbrain and hindbrain) alternative splicing changes that showed |*Δ*I|>=0.1 (FDR<0.1). (**B**) Correlation of *Nova2*-deficient (*cortex)* and *Nova1*-deficient (midbrain and hindbrain) impact on alternative splicing events. *X*-axis and *Y*-axis indicated *ΔI* of wild-type vs *Nova2-/-* (cortex) and vs *Nova1-/-* (midbrain and hindbrain), respectively. (**C**) Examples of alternative splicing changes of the NOVA2-regulated axon guidance genes in the cortex of *Nova2-/-* and *Nova1-/-* and in the midbrain and hindbrain of *Nova1-/-* mice. Low expression genes in midbrain and hindbrain samples were filtered out. *Y*-axis indicated *ΔI. Blue; Nova2-/-* (cortex), *red; Nova1-/-* (cortex), *orange; Nova1-/-* (midbrain and hindbrain). *p<0.05. **DOI:** http://dx.doi.org/10.7554/eLife.14371.016

We explored the biologic pathways regulated by NOVA1 and NOVA2 with gene ontology (GO) analysis on the transcripts harboring NOVA-regulated alternative exons. Among the KEGG (Kyoto Encyclopedia of Genes and Genomes) pathway terms associated with NOVA2-regulated genes (FDR<0.05) were axon guidance signaling (FDR=0.0039) and adherens junctions signaling (FDR = 0.017) (Figure 3—figure supplement 2 and 3). 

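The axon guidance pathway in Figure 3—figure supplement 2 marks 15 genes with NOVA2-target events, and all 15 have events in the deposited table, 54 in number on 24 distinct spans. In the authors' deposited table their |*Δ*I| in *Nova2-/-* cortex ran from 0.107 to 0.460 and their FDR was at most 0.0961. The authors' deposited table gives *Δ*I of -0.453 (FDR = 5.71e-46) for a cassette exon of *Ablim1* on chromosome 19 from 57121415 to 57121555, and 0.432 (FDR = 0.000164) for an alternative 3' splice site of *Cxcl12* on chromosome 6 between 117123510 and 117131386. None of the 54 events passed both thresholds in *Nova1-/-* cortex, where the authors' deposited table gives 0.217 as their largest |*Δ*I| and 0.188 as their smallest FDR. Abundance was tested in *Nova2-/-* cortex for 21 genes, which are these 15 with *Neo1* and the genes of the corpus callosum named by the paper. None had an FDR below 0.05, and 5, *Ank2*, *Cxcl12*, *Dcc*, *Rock1* and *Sema6d*, had an unadjusted p below 0.05. With each mouse left out in turn, *Ank2*, *Cxcl12*, *Dcc* and *Sema6d* had an FDR below 0.05 in 1 of the 6 fits each. The log2 fold changes of the 21 genes ran from -0.20 to 0.80. The highest was that of *Cxcl12*, with 23.4 ± 7.13 CPM (SD, n = 3) in wild-type and 41.0 ± 2.59 (SD, n = 3) in *Nova2-/-* cortex (standard error 0.19, adjusted p = 0.0854 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).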

In the GO terms associated with NOVA2-regulated genes (FDR<0.05), axonal projection related terms (cell morphogenesis, neuron projection morphogenesis, axonogenesis, cell morphogenesis involved in neuron differentiation, and cell projection morphogenesis) were also enriched (Figure 3—source data 1). NOVA2-dependent alternative splicing events of axon guidance related genes were validated by semi-quantitative RT-PCR with RNA prepared from E18.5 wild-type *Nova2-/-*, and *Nova1-/-* cortex (Figure 4 and Figure 4—figure supplement 1). The alternative splicing events (*Dcc* exon 17, *Slit2* exon 28b, *Robo2* exons 6b and 21, *Epha5* exon 7, *Arhgef12* exon 4, *Ppp3cb* exon 10b, *Neo1* exon 26, and *Rock1* exon 27b) were significantly changed in *Nova2-/-* but not in *Nova1-/-* mice cortex, coinciding with RNA-seq results. 

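In the RNA-seq data, each of these 8 genes has at least 1 event in the authors' deposited table, and none of their events passed both thresholds in *Nova1-/-* cortex, where the largest |*Δ*I| of their events was 0.0789. For *Dcc* exon 17, an alternative 3' splice site on chromosome 18 between 71538309 and 71543877, the authors' deposited table gives *Δ*I of 0.202 (FDR = 0.0521) in *Nova2-/-* cortex, and 0.0677 in *Nova1-/-* cortex. For the exons given here, where a gene has several events, the exon was taken to be the one whose |*Δ*I| in *Nova2-/-* cortex lies nearest to the value in the paper's figure, so that its closeness to the figure is no independent result. *Slit2* exon 28b was thus taken to be the cassette exon on chromosome 5 from 48654880 to 48654906. Its 27 nt read CTGCTAATCTGAATGAGGTGGAAAAAG in the reference, and this exon with 200 nt on either side holds 4 YCAY motifs in 427 nt. Its *Δ*I was 0.302 in *Nova2-/-* and -0.0649 in *Nova1-/-* cortex in the authors' deposited table. *Robo2* exon 6b, between 73985833 and 74016243 on chromosome 16, had a *Δ*I of -0.43 in *Nova2-/-* and -0.0497 in *Nova1-/-* cortex in the authors' deposited table. For *Robo2* exon 21, of 126 nt from 73933291 to 73933416, the values in the authors' deposited table were 0.171 and -0.0166. *Epha5* exon 7, of 66 nt on chromosome 5 from 84546586 to 84546651, had 0.413 and -0.00164 in the authors' deposited table, with 8 YCAY motifs in 466 nt. For *Ppp3cb* exon 10b, on chromosome 14 between 21328638 and 21334822, the authors' deposited table gives *Δ*I of -0.449 in *Nova2-/-* and -0.00581 in *Nova1-/-* cortex. *Rock1* exon 27b, on chromosome 18 between 10073113 and 10079272, had 0.298 and 0.0789 in the authors' deposited table. YCAY motifs were not counted in other sequences, so the counts given here do not show whether the motif is enriched.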

No association was detected in the NOVA1-regulated alternative exons GO or KEGG pathways terms, likely due to the smaller number of NOVA1-regulated transcripts in cortex.

**Figure 4.**
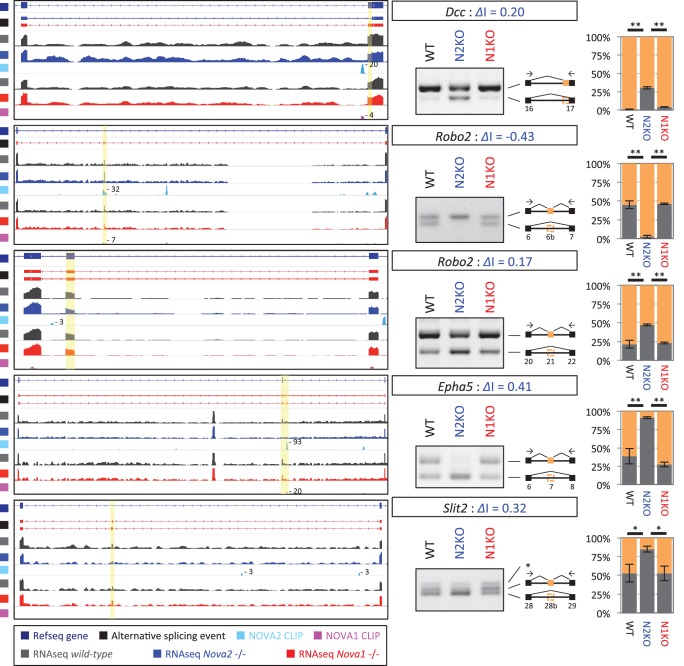
NOVA2 unique alternative splicing events of axon guidance related genes in E18.5 mice cortex. *Left Diagrams* showing RefSeq annotation genes, changed alternative splicing events, RNA-seq results of wild-type (*grey*) and *Nova2-/- (blue*), NOVA2 CLIP clusters (*light blue*), RNA-seq results of wild-type (*grey*) and *Nova1-/- (red*), and NOVA1 CLIP clusters (*pink). Right panels* and *graphs* showing RT-PCR results and quantification data in E18.5 wild-type, *Nova2-/-*, and *Nova1-/-* mice cortex, respectively. *p<0.05, **p<0.01 (n = 3, Tukey’s multiple comparison test). Data are presented as mean ± SD. **DOI:** http://dx.doi.org/10.7554/eLife.14371.017

**Figure 4—figure supplement 1.**
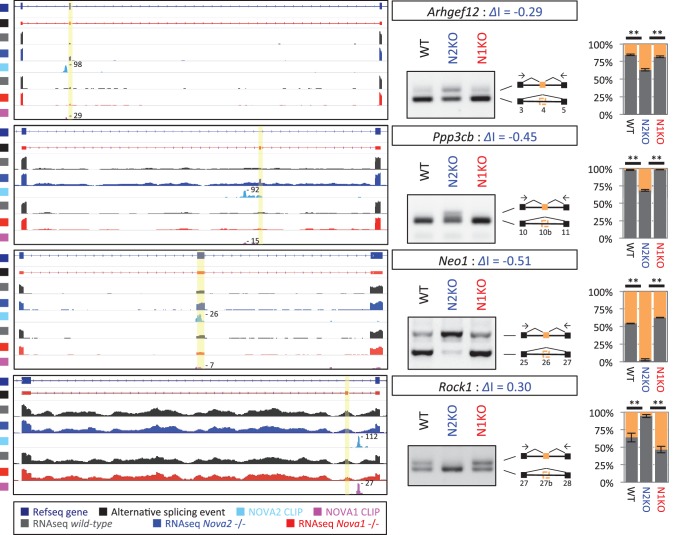
NOVA2 unique alternative splicing events of axon guidance related genes in E18.5 mice cortex. *Left Diagrams* showing RefSeq annotation genes, changed alternative splicing events, RNA-seq results of wild-type (*grey*) and *Nova2-/- (blue*), NOVA2 CLIP clusters (*light blue*), RNA-seq results of wild-type (*grey*) and *Nova1-/- (red*), and NOVA1 CLIP clusters (*pink). Right panels* and *graphs* showing RT-PCR results and quantification data of *Ahrgef12, Ppp3cb, Neo1*, and *Rock1* in E18.5 wild-type, *Nova2-/-*, and *Nova1-/-* mice cortex, respectively. **p<0.01 (n=3, Tukey’s multiple comparison test). Data are presented as mean ± SD. **DOI:** http://dx.doi.org/10.7554/eLife.14371.018

RNA-seq analysis in the E18.5 midbrain and hindbrain of wild-type and *Nova1-/-* mice, where NOVA1 is more abundantly expressed, identified that 119 of 1991 NOVA2-dependent alternative splicing events were changed in *Nova1*-/- mice (|*Δ*I|>=0.1, FDR<0.1) (Figure 3—figure supplement 4A). 

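This RNA came from the midbrain and hindbrain of 3 wild-type and 3 *Nova1-/-* mice at embryonic day 18.5, and the deposited table of events gives 1 *Δ*I and 1 FDR for the comparison of these groups. Abundance in midbrain and hindbrain was not analysed here. In the authors' deposited table, 119 of the 1991 events passed the thresholds of 0.1 for |*Δ*I| and 0.1 for FDR, on 48 genes. Of the 119, 85 went in the direction seen in *Nova2-/-* cortex, and 95 had a smaller |*Δ*I| than in *Nova2-/-* cortex. The median |*Δ*I| over all 1991 events was 0.0378 in *Nova1-/-* midbrain and hindbrain. The events were selected for their |*Δ*I| in *Nova2-/-* cortex, which by itself favours smaller values in the other comparison.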

There was no correlation between *Δ*I of wild-type versus *Nova1-/-* (mid- and hindbrain) and wild-type versus *Nova2-/-* (cortex) (R=0.20) (Figure 3—figure supplement 4B) as well as identified between *Δ*I of wild-type versus *Nova1-/-* (cortex) and wild-type versus *Nova2-/-* (cortex). 

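Across the events, *Δ*I in *Nova1-/-* midbrain and hindbrain and *Δ*I in *Nova2-/-* cortex had a Pearson correlation of 0.200 and a Spearman correlation of 0.234. Without the events of *Nova1* itself Pearson's correlation was 0.219, and with 1 event per gene it was 0.171. It was 0.0820 for events with |*Δ*I| from 0.1 to 0.2 in *Nova2-/-* cortex, 0.130 from 0.2 to 0.3, 0.301 from 0.3 to 0.5, and 0.463 from 0.5. In the last class, 78.4% of the events with a direction in both went the same way, against 51.9% in the first. An event with a *Δ*I of 0, such as that of *Dab1* in midbrain and hindbrain, has no direction. With 1 event per gene the shares were 76.5% and 43.9%. These classes were chosen after the data had been seen. Within *Nova1-/-* mice, *Δ*I in cortex and *Δ*I in midbrain and hindbrain had a correlation of 0.137 across the events, without those of *Nova1* itself.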

In the midbrain and hindbrain of *Nova1-/-* mice, only one alternative splicing event (*Robo2* exon 6b) was significantly changed in the NOVA2-regulated genes list of KEGG axon guidance pathway but it was smaller change when compared with *Δ*I of wild-type versus *Nova2-/-* (cortex) (Figure 3—figure supplement 4C). 

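For *Robo2* exon 6b, the authors' deposited table gives *Δ*I of -0.152 (FDR = 1.53e-06) in *Nova1-/-* midbrain and hindbrain. Of the 54 events on the 15 axon guidance genes, 6 had |*Δ*I| of at least 0.1 and FDR below 0.1 in that comparison. The other 5 lie in *Sema6d* and overlap each other, on chromosome 2 between 124486019 and 124493508. Their *Δ*I in the authors' deposited table ran from 0.113 to 0.156 in *Nova1-/-* midbrain and hindbrain, and their FDR from 0.0167 to 0.0226. The legend of Figure 3—figure supplement 4 states that genes with low expression in midbrain and hindbrain were filtered out, and the expression in these regions was not analysed here. In cortex *Sema6d* had 117 ± 11.8 CPM (SD, n = 3) in wild-type and 147 ± 9.94 (SD, n = 3) in *Nova2-/-* mice, a log2 fold change of 0.32 (standard error 0.09, adjusted p = 0.113 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).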

Taken together, these data suggest that NOVA2 regulates a distinct set of transcripts related, in particular, to axon guidance, in the E18.5 mouse cortex.

### NOVA2-mediated alternative splicing switch of axon guidance genes during mouse cortical development

To pursue the potential connection between NOVA2 and axonal guidance, we examined NOVA2 expression during cortical mouse brain development. We found that NOVA2 expression level detected by immunofluorescence was high in the cortical plate (CP) and subplate (SP) that consists of post-mitotic neurons at E18.5 (Figure 2—figure supplement 3). Similarly a high-expression of NOVA2 in CP and SP was also observed at E12.5, E14.5, and E16.5 (Figure 5A), indicating that cortical NOVA2 expression level was progressively up-regulated during neural differentiation from neural progenitor cells (NPC).

**Figure 5.**
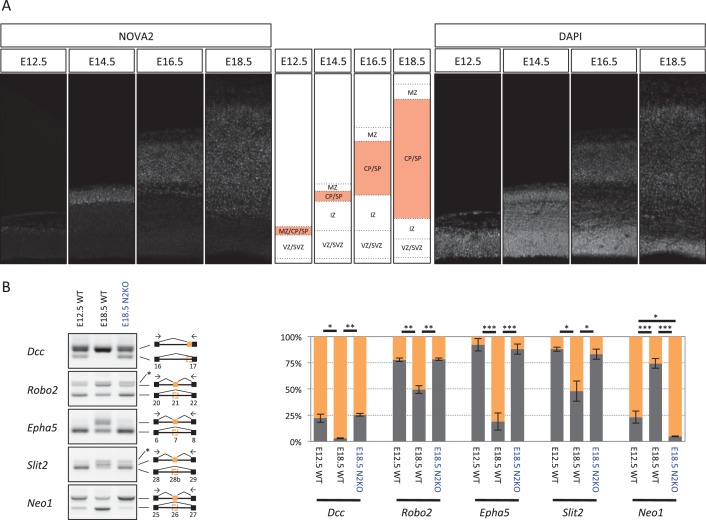
NOVA2 switches developmentally regulated exons usage of axon guidance related genes. (**A**) NOVA2 expression in developing neocortex (*left panels*). High NOVA2 expression regions were high-lighted with *red* in *middle panels*. MZ: marginal zone, CP: cortical plate, SP: subplate, IZ: intermediate zone, SVZ: subventricular zone, VZ: ventricular zone. (**B**) Analysis of NOVA2-regulated exons in *Dcc, Robo2, Epha5, Slit2*, and *Neo1* in E12.5 wild-type, E18.5 wild-type, and E18.5 *Nova2-/-* cortex (*left panels*). Quantification data of RT-PCR products were shown in *right graphs*. *p<0.05, **p<0.01, ***p<0.001 (n = 3, Tukey’s multiple comparison test). **DOI:** http://dx.doi.org/10.7554/eLife.14371.019

To assess whether NOVA2 regulated alternative splicing is also regulated in a developmentally regulated manner, we compared expression of alternatively spliced NOVA2 target exons in E12.5 wild-type, E18.5 wild-type, and E18.5 *Nova2-/-* cortex (Figure 5B). This revealed that NOVA2-target splicing events were developmentally regulated between E12.5 and E18.5, such that splicing in E18.5 *Nova2-/-* cortex reverted to patterns seen earlier in E12.5 wild-type cortex. Based on these observations, we conclude that NOVA2 switches the alternative splicing patterns of a series of axon guidance genes during mouse cortical development.

### Axon guidance defects in the brain of *Nova2* but not *Nova1* null mice

The observations that NOVA2 regulates alternative splicing events in transcripts encoding axon guidance signaling factors led us to test whether axon guidance itself is affected in *Nova2* null mice. When coronal and horizontal sections of E18.5 mice brains were double-immunostained for L1, an axonal marker, and TAG-1, a corticofugal axon marker, we discovered that *Nova2-/-* mice, but not wild-type littermates, had agenesis of the corpus callosum (ACC) (14/14 mice) (Figure 6 and Figure 6—figure supplement 1A). ACC was in all *Nova2-/-* mice serial sections examined (Figure 6—figure supplement 1B), was seen along with Probst bundles (abnormal collections of cells characteristically seen in patients with ACC; *arrows* in Figure 6A–o and Figure 6—figure supplement 1A–l), and was also clearly evident in sections stained with the pioneer axon marker Neuropilin-1 (Figure 6—figure supplement 1C). Interestingly, *Nova1-/-* mice showed normal CC formation (Figure 6—figure supplement 1D). The anterior commissure axons were observed in both *Nova2-/-* and *Nova1-/-* mice (Figure 6—figure supplement 2).

**Figure 6.**
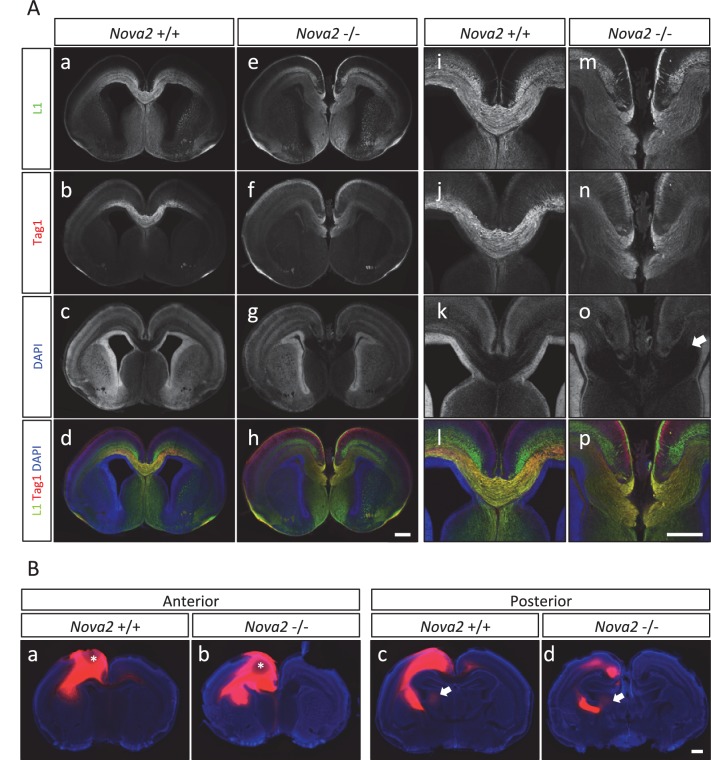
Agenesis of corpus callosum in Nova2-/- mice. (**A**) Immunohistochemistry of L1 (*green*; a,e,i,m), TAG1 (*red*; b,f,j,n) proteins, DAPI (*blue*; c,g,k, o) and merged views (d,h,l,p) on coronal sections in E18.5 wild-type (a–d, i–l) and *Nova2-/-* (e-h, m–p) littermates. (i–p) Higher magnified view of anterior commissure region of a–h. Arrows indicated Probst bundles. Scale bars; 500 μm. (**B**) Commissure axons pathfinding defect in *Nova2-/-* mice. Coronal sections of the anterior (a,b) and posterior (c,d) telencephalon in P0 wild-type (a,c) and *Nova2-/-* (b,d) mice showing anterogradely labeled fibers after DiI crystal placements in the cingulate cortex. Arrows indicated the cortico-thalamic axon terminal into dorsal thalamus. Asterisks: DiI placed positions. Scale bars; 500 μm. **DOI:** http://dx.doi.org/10.7554/eLife.14371.020

**Figure 6—figure supplement 1.**
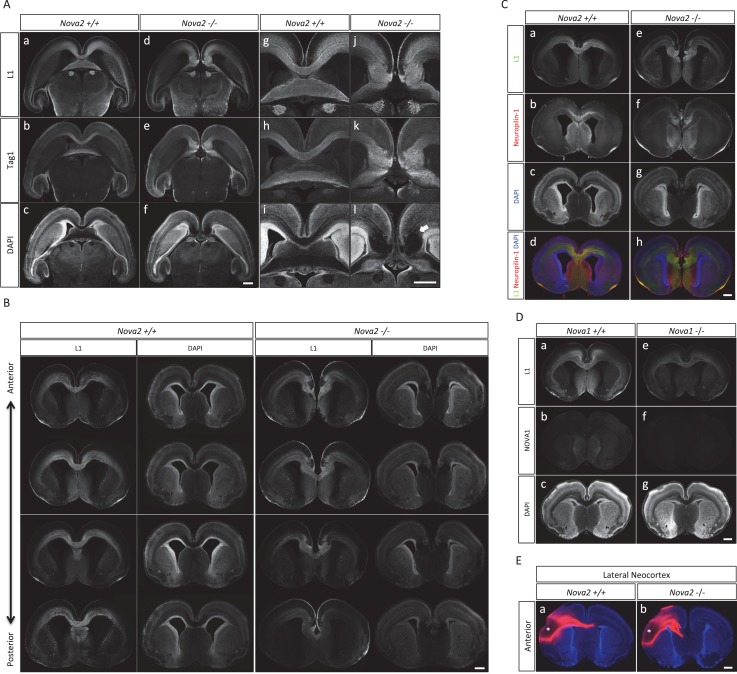
Loss of corpus callosum in *Nova2-/-* but not *Nova1-/-* mice. (**A**) Immunohistochemistry of L1 (a,d,g,j), TAG1 (b,e,h,k) proteins, and DAPI (c,f,I,l) on horizontal sections in E18.5 wild-type (a–c, g–i) and *Nova2-/-* (d–f, j–l) littermates. (g–l) Higher magnified view of anterior commissure region of (a-–f). Arrows indicated Probst bundles. Scale bars; 500 μm. (**B**) Serial section images of L1 immunostaining from anterior brain position to posterior. Wild-type images shows on ***left panels*** and *Nova2*-/- images on ***right panels***. Scale bar; 500 μm. (**C**) Coronal brain sections of E18.5 wild-type (a–d) and *Nova2*-/- (e–h) littermates, stained for L1 (*green*; aand e), Neuropilin-1 (a pioneer axon marker; ***red***; b and f), DAPI (***blue***;cand g), and merged views (d and h). Scale bar; 500 um. (**D**) Normal formation of corpus callosum in *Nova1*-/- mice. Coronal brain sections of E18.5 wild-type and *Nova1*-/- littermates, stained for L1 (*upper panels*), NOVA1 (*middle panels*), and DAPI (*lower panels*). Scale bar; 500 um. (**E**) Commissure axons pathfinding defect in *Nova2-/-* mice. Coronal sections in wild-type (a) and *Nova2-/-* (b) mice showing anterogradely labeled fibers after DiI crystal placements in lateral neocortex. Asterisks: DiI placed positions. Scale bars; 500 μm. **DOI:** http://dx.doi.org/10.7554/eLife.14371.021

**Figure 6—figure supplement 2.**
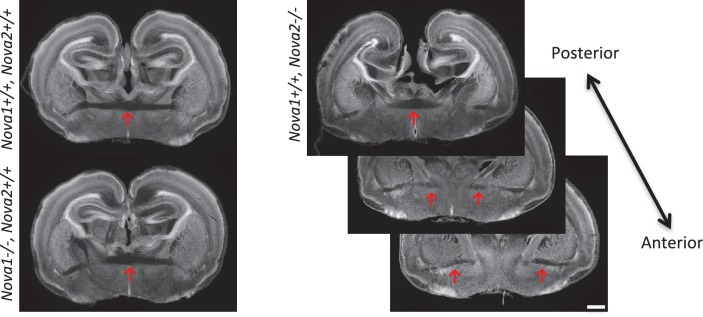
Normal formation of anterior commissure axons in *Nova1-/-* and *Nova2-/-* mice. Coronal brain sections of E18.5 wild-type, *Nova1-/-* and *Nova2-/-*, stained for DAPI. Scale bar; 500 um. *Red arrows:* anterior commissure axons. **DOI:** http://dx.doi.org/10.7554/eLife.14371.022

**Figure 6—figure supplement 3.**
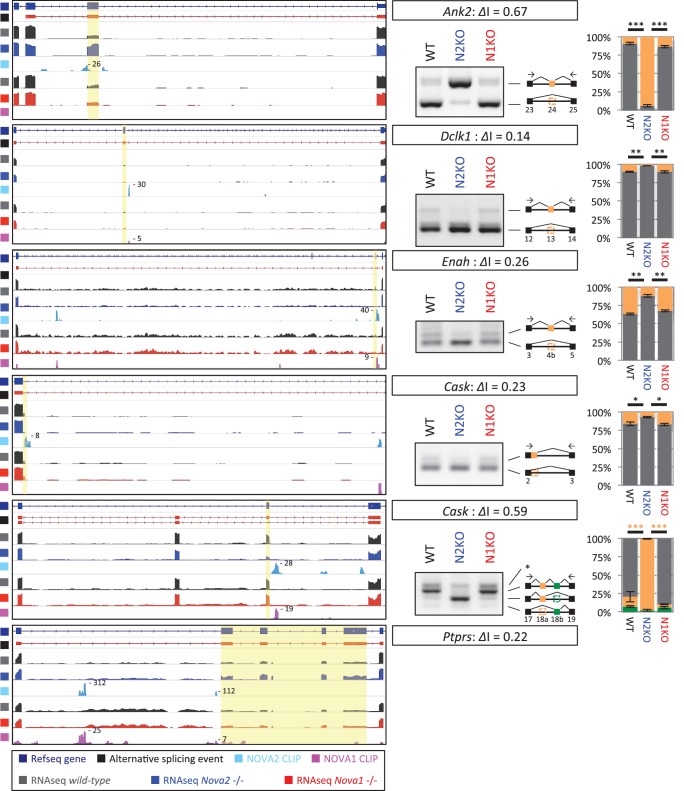
Alternative splicing changes of the genes associated with mouse ACC phenotypes and human ACC syndromes. *Left Diagrams* showing RefSeq annotation genes, changed alternative splicing events, RNA-seq results of wild-type (*grey*) and *Nova2-/- (blue*), NOVA2 CLIP clusters (*light blue*), RNA-seq results of wild-type (*grey*) and *Nova1-/- (red*), and NOVA1 CLIP clusters (*pink). Right panels* and *graphs* showing RT-PCR results and quantification data in E18.5 wild-type, *Nova2-/-*, and *Nova1-/-* mice cortex, respectively. *p<0.05, **p<0.01, ***p<0.001 (n = 3, Tukey’s multiple comparison test). Data are presented as mean ± SD. **DOI:** http://dx.doi.org/10.7554/eLife.14371.023

To independently corroborate these observations, corpus callosal commissural axons were visualized with DiI anterograde tracer placed into the cingulate cortex. No CC commissural axons were detected that crossed the midline in *Nova2-/-* brain, however, were clearly detected in anterior and posterior sections of wild-type brain at P0 (Figure 6B). Corpus callosal commissural axons from the lateral neocortex also failed to cross the midline in *Nova2-/-* mice (Figure 6—figure supplement 1E). Interestingly, corticothalamic axons of both wild-type and *Nova2-/-* mice terminated in a similar thalamic region at E18.5 (*arrows* in Figure 6B), indicating that only specific aspects of axon guidance are disrupted in *Nova2* null mice. These observations suggest that *Nova2* but not *Nova1* regulate a series of alternative splicing events that are necessary for forming the CC, and demonstrate that NOVA2 and NOVA1 have different functions in CC axon guidance pathways.

To understand the axon guidance phenotype in more detail, we compared the pathway of L1 positive axons traversing the upper cortical layer in the cortex of *Nova2-/-* and wild-type mice at E16.5 and E18.5 (E16.5; Figure 7 and E18.5; Figure 6A). In wild-type mice, L1 positive axons passing between the subplate and subventricular zone were detected as one wide bundle, whereas in *Nova2-/-* mice L1 positive axon routes were separated into two bundles (Figure 7A). The L1 positive axons detected in the deeper cortical layer in *Nova2-/-* appeared normal, in that they passed through similar cortical layers as did axons in wild-type mice. In contrast, separated axons passing through the upper L1 positive axonal pathway, which were Netrin-G1 (NTNG1) positive axons, were only seen in *Nova2-/-* mice and were passed along a subplate path enriched in NURR1 (a subplate marker), as revealed by L1/NTNG1 or L1/NURR1 double-immunostaining (Figure 7B and Figure 7C). These results indicate that only a portion of the L1 positive axonal path, which is NTNG1 positive, is specifically affected by the absence of *Nova2*. We conclude that NOVA2 plays a role as a modifier for a unique set of neuron-specific axons in the developing cortex.

**Figure 7.**
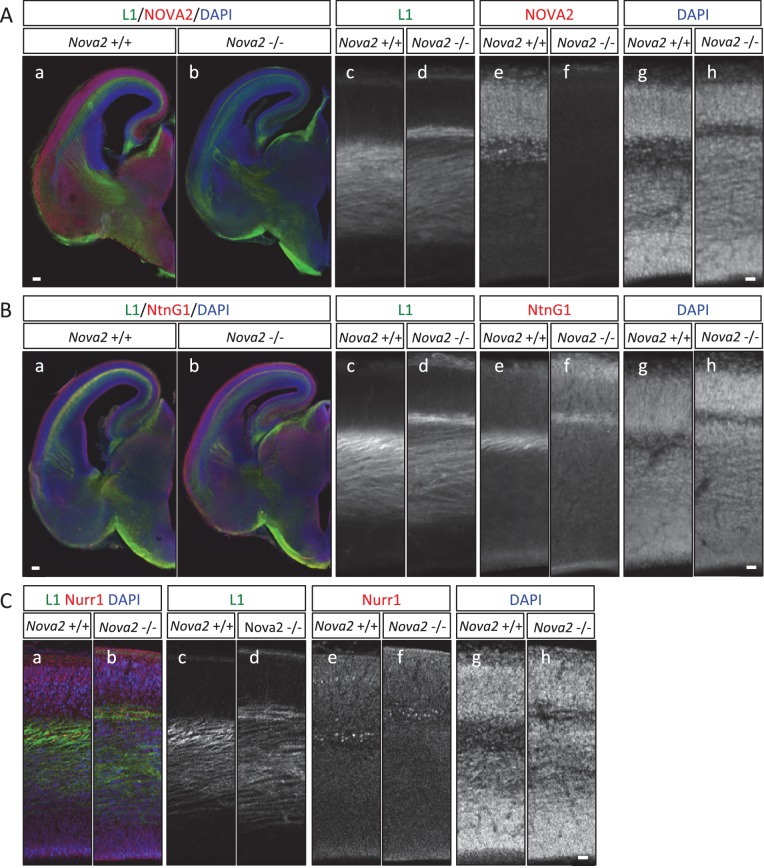
Abnormal thalamo-cortical path in the cortex of *Nova2-/-* mice. (**A**) Immunohistochemistry of L1 (c,d) and NOVA2 (e,f) on coronal sections in wild-type (a,c,e,g) and *Nova2-/-* (b,d,f,h) at E16.5. (a,b) Merged coronal section views of L1 (*green*), NOVA2 (*red*), and DAPI (*blue*). (c-h) Higher magnified view of neocortex of (**Aa**) and (**Ab**). Scale bars; 200 μm (a,b), 50 μm (c–h). (**B**) Immunohistochemistry of L1 (c,d) and NTNG1 (e,f) on coronal sections in wild-type (a, c,e,g) and *Nova2-/-* (b,d,f,h) at E16.5. (a,b) Merged coronal section views of L1 (*green*), NTNG1 (*red*), and DAPI (*blue*). (c-h) Higher magnified view of neocortex of (**Ba**) and (**Bb**). Scale bars; 500 μm (a,b), 50 μm (c–h). (**C**) Immunohistochemistry of L1 (c,d) and NURR1 (e,f) in the cortex of wild-type (a,c,e,g) and *Nova2-/-* (b,d,f,h) at E16.5. (a,b) Merged views of L1 (*green*), NURR1 (*red*), and DAPI (*blue*). Scale bar; 50 μm. **DOI:** http://dx.doi.org/10.7554/eLife.14371.024

**Figure 8.**
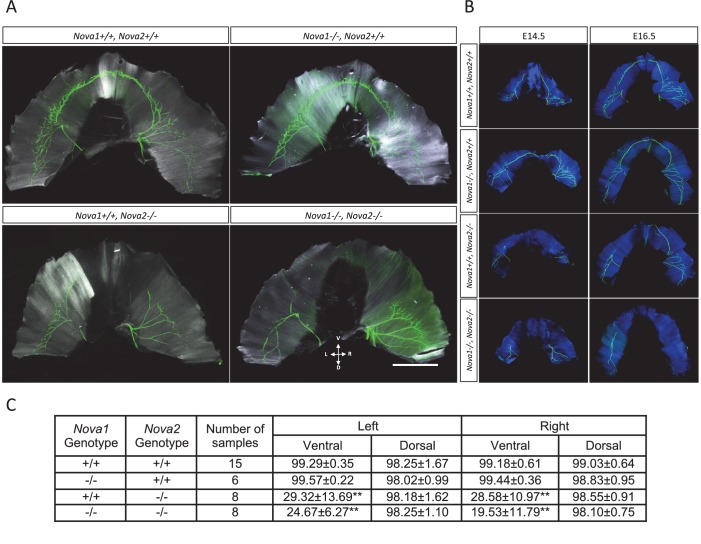
Innervation defect in ventral diaphragm of *Nova2-/-* mice. Whole mount staining images of axons (*green*) and muscle (*white* in **A***, blue* in **B**) in diaphragm of E18.5 (**A**), E14.5 and E16.5 (**B**) wild-type and *Nova1/2* mutants. No differences were observed between left and right diaphragm in each genotypes. Scale: 2 mm. D: Dorsal, L: left, R: right, V: ventral. (**C**) Quantification of innervation percentage of muscle in each quadrant of diaphragm that is covered by the phrenic nerve in E18.5 wild-type and *Nova1/2* mutants. Using the phrenic nerve as reference, measurements of muscle length were taken from the insertion point of the phrenic nerve to the tip of the nerve (X), and from the tip of the nerve to the end of hemidiaphragm (Y), for the ventral and dorsal quadrants of left and right hemidiaphragms. The values indicate the ration of X/(X+Y), expressed as percentage ± standard deviation. **p<0.01 by t-test. Data are presented as mean ± SD. **DOI:** http://dx.doi.org/10.7554/eLife.14371.025

### Motor innervation defects in the ventral diaphragm in NOVA2 dependent manner

We previously reported that NOVA1/NOVA2 regulate the alternative splicing of the *agrin* Z exons (Ruggiu et al., 2009). Mice that lack both *Nova* family members fail to cluster AChR at neuromuscular junctions, including those of the diaphragm. Given the role for NOVA2 in axon guidance in the developing cortex (Figure 6, Figure 6—figure supplement 1, and Figure 7), we revisited the role of NOVA1 and NOVA2 on motoneuron axon guidance. The axons of peripheral motor neurons innervating the diaphragm muscle were visualized by immunostaining of neurofilaments at E18.5 (Figure 8A) and at E14.5 and E16.5 (Figure 8B) and the innervation percentage of muscle in each quadrant of diaphragm at E18.5 was quantified (Figure 8C). Although the motor innervation patterns and percentages of the dorsal diaphragm were normal in *Nova2-/-* and *Nova1/Nova2*-double knockout (dKO), those of the ventral diaphragm were severely abnormal with approximately 60–85% of the muscle uninnervated in either *Nova2-/-* and *Nova1/Nova2* dKO mice (p<0.001). Similar abnormalities were observed in *Nova2-/-* and *Nova1/Nova2* dKO mice at E14.5 and E16.5 (Figure 8B). These innervation defects were specific to *Nova2*-deficient mice, as defects in ventral diaphragmatic innervation were never observed in wild-type or *Nova1-/-* mice. We cannot rule out a role of NOVA1 in the axon guidance of a subset of motoneurons given the slight decrease in ventral innervation in the Nova1/2 double-KO compared to the *Nova2-/-* mice. Nevertheless, taken together, these data demonstrate that in addition to what was observed in CC axons, *Nova2* is also essential for phrenic nerve innervation of the ventral but not dorsal diaphragm.

### Auditory efferent innervation defect in NOVA2 dependent manner

The inner ear is innervated by two types of fibers, afferent innervation consisting of both vestibular and cochlear (spiral ganglion neurons; Mao et al., 2014) and from efferent fibers derived from rhombomere 4 of the hindbrain (Simmons et al., 2011). Efferents are guided by and extend along afferents to reach the sensory epithelia of the ear arriving at approximately the same time (Fritzsch et al., 1998; Ma et al., 2000). Efferents are a unique population of ventral brainstem neurons derived from facial motoneurons that project to the inner ear in contrast to facial muscle fibers or glands (Karis et al. 2001). Some transcription factors have been hypothesized to be relevant for guiding inner ear efferents (Duncan and Fritzsch, 2013), however, essentially nothing is known about how these neurons diverge from facial motoneurons to selectively reach the ear to innervate hair cells and afferent processes (Simmons et al., 2011). Dye tracing analysis comparing with control mice at E14.5 (Figure 9A,A’) showed that *Nova2* (Figure 9C,C’) but not *Nova1* (Figure 9B,B’) was essential for proper progression of efferent growth along afferents. Moreover, although efferent neurons expressed both NOVA1 (Figure 9—figure supplement 1I–J) and NOVA2 (Figure 9—figure supplement 1F–H), *Nova1* by itself was not capable of maintaining the function. In the absence of both *Nova1/Nova2,* the efferents stalled when they reached vestibular ganglion neurons (Figure 9D,D’) while afferent fibers that also expressed both NOVA1 and NOVA2 (Figure 9—figure supplement 1A–E, K) reached the cochlea normally. Our data suggested that *Nova2* played a crucial role for efferent guidance relative to *Nova1,* but both cooperate for normal efferent fiber extension. Interestingly, vestibular efferent innervation which segregated from cochlear efferents at E14.5 (Bruce et al., 1997) was unaffected by the absence of *Nova1 or Nova2* alone (see *green* efferents reaching the posterior canal crista (PC) in Figure 9B,C) but was also completely stalled in *Nova1/Nova2* double knockouts (*green* label, Figure 9D). Postnatal *Nova2-/-* mice vestibular innervation was also normal (not shown).

**Figure 9.**
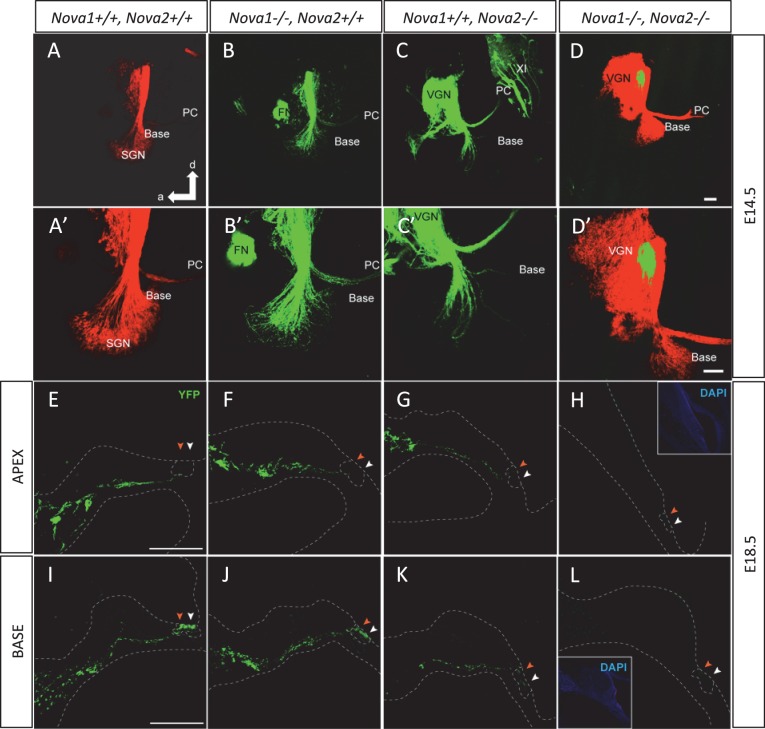
NOVA2 expression is necessary for efferent innervation, targeting to the cochlea during embryonic development. (**A–D’**) Olivocochlear and vestibular efferents were labeled with lipophilic dye application to the crossing bundle in rhombomere 4 (*green*) and afferent (*red*) by dye application to the cochlear nuclei. This view shows the left ear viewed from medial. Anterior (**a**) is to the left and dorsal (d) is up. (**A**,**A'**) wild-type mice spiral ganglion neurons (SGN) afferents reach the developing organ of Corti at E14.5 in the base and middle turn. Vestibular ganglia (VGN) project to the posterior canal crista (PC) and other vestibular sensory epithelia. (**B**,**B’**) Dye labeling of efferent fibers to the ear is comparable to wild-type in *Nova1-/-*mice and (**C**,**C'**) shows reduced fiber growth in *Nova2-/- *mice (**D**,**D'**). There is virtually no efferent fiber growth to the ear in *Nova1-/-, Nova2-/- *double knockout mice. Note that in D' the afferent signal was reduced to reveal how far efferents are of the target (**E–L**). Efferent innervation (*green*) is shown in cochlea cryosections of Nova;YFPJ E18.5 mice. Nuclei are stained with DAPI (*blue*) and actin with Alexa-labeled Phalloidin (*magenta*). Apical (**E–H**) and basal (**I–L**) turns are shown. (**E**,**I**) wild-type (**F**,**J**) and *Nova1-/-* mice show equivalent axonal innervation, (**G**,**K**) *Nova2-/-* mice have reduced innervation, (**K**) especially in the base. (**H**,**L**) *Nova1-/-, Nova2-/- *double knockout show no efferent innervation of the cochlea. *Arrowhead* shows approximate location of OHC rows (white) or IHC (orange). Some auto-fluorescence is visible in L. Inset shows nuclear stained (DAPI). Scale bars: 100 μm. **DOI:** http://dx.doi.org/10.7554/eLife.14371.026

**Figure 9—figure supplement 1.**
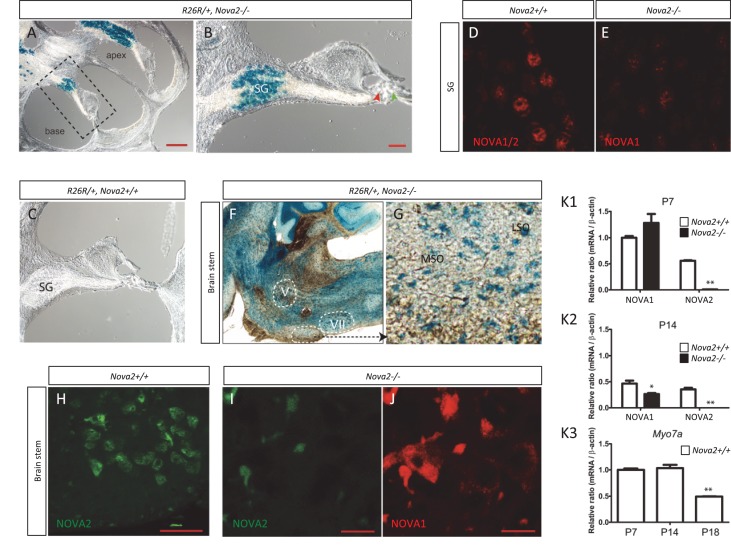
NOVA1 and NOVA2 expression in spiral ganglion (SG) and in superior olive neurons but not in hair cells. (**A**) Sagittal sections of Rosa26 (R26R); *Nova2*-/- mice at six month of age. β-gal staining shows that the expression of *Nova2* was switched on during development in the spiral ganglion (SG) were the soma of the afferent innervating neurons are located (**B**) The enlarged organ of *Corti* area (*dashed line* in **A**) shows no expression of *Nova2* in the cochlea, including IHC (*red arrowhead*) and OHC (*green arrowhead*). (**C**) Control Rosa26 (R26R); *Nova2+/+* mouse shows no staining. (**D**) Immunostaining of P20 SG cells with an antiserum that recognizes NOVA1 and NOVA2 (**E**) showing the expression of NOVA1 in *Nova2-/- *mouse and demonstrating that NOVA1 and NOVA2 are expressed in SG. (**F**) In addition there is label in the soma of the medial olivococlear (MOC) neurons projecting efferent axons to the OHC which are located in the Medial superior olive (MSO) and lateral olivocochlear (LOC) neurons projecting axons the afferents below the IHC whose somas are located in the lateral superior olive (LSO) of the brainstem. (**G**) Enlarged area showing stained neuronal soma in MSO and LSO. (**G–I**) Immunostaining of a comparable section at P14 (**H**) wild-type section stained with C-16 a NOVA2 specific antibody. (**I–J**) *Nova2-/- *section stained simultaneously with C-16 antibody (showing unspecific background) and (**I**) with an antiserum that recognizes NOVA1 and NOVA2 showing the expression of NOVA1 in the superior olive. (**K1**–**K3**) Total RNA was extracted from micro dissected organ of *Corti* (dashed line rectangle), analysed by qPCR and normalized by actin. The plots show *Nova1* and *Nova2* gene expression relative to the expression of *Nova1* in control P7 mouse at (**K1**) P7 and (**K2**) P14. (**K3**) the expression of the hair cell marker Myosin 7a (*Myo7a*) is shown at the indicated time points as a control. The reduced expression at P18 reflects problems in the dissection due to increased calcification. There is no apparent problem at P14, suggesting that the reduction in NOVA1 and NOVA2 expression at P14 is a biological phenomenon that probably reflects pruning of innervation. V: motor trigeminal nucleus, VII: Facial Nucleus. Scale bars; 200 μm (**A**), 50 μm (**B**) 10 μm (**H**–**J**). *p<0.05, **p<0.01 (n = 3, t test). Data are presented as mean ± SE. **DOI:** http://dx.doi.org/10.7554/eLife.14371.027

The cochlea has a tonotopic map where the sensory hair cells at each position along the organ are most sensitive to a particular frequency, forming a continuous gradient from high frequency in the base to low frequency in the apex (Howard et al., 1988; Hudspeth, 1989; Liberman, 1982). Dye tracing analysis showed that the loss of efferent innervation was frequency specific; it was almost completely lost in the base of the *Nova2-/-* cochlea and only partially lost towards the apex (compare Figure 9A’ and C’ ). A more detailed analysis was possible at E18.5 (Figure 9E–L), when the medial olivocochlear (MOC) efferent axons expand through the tunnel of *Corti*, prior to their reaching the outer hair cells (OHC) at P2 and establishing functional synapses at P7 (Simmons et al., 2011). These axons stained strongly with the Thy-1, YFPJ line that also has high expression in motor neurons, demonstrating the motor origin of auditory efferents. Thy-1 positive axons reached the inner hair cells (IHC) at E18.5 in control (Figure 9E,I) and *Nova1-/-* (Figure 9F,J) mice but this innervation was reduced in the *Nova2-/-* (Figure 9G,K) mice, and this was especially evident in the base (Figure 9K). In the absence of both *Nova1/Nova2* there were no labeled axons reaching the cochlea (Figure 9H,L), showing that efferents remain stalled. Imaging of efferent innervation at the onset of hearing (P14) showed a clear reduction in axons reaching IHC and specially OHC in the base when comparing *Nova2-/-* mice (Figure 10C,D,G,H) to controls (Figure 10A,B,E,F). At this age we also found a reduction in efferent synapse formation as demonstrated by reduced labeling with the pre-synaptic marker synaptophysin (*blue* label at the base of IHC and OHC). Whole mount apical cochlea (Segment 2, see map in Figure 10O) at P10 showed a reduction in axons reaching IHC and an almost complete absence of axons reaching OHC (Figure 10K,L) compared to controls (Figure 10I,J).

**Figure 10.**
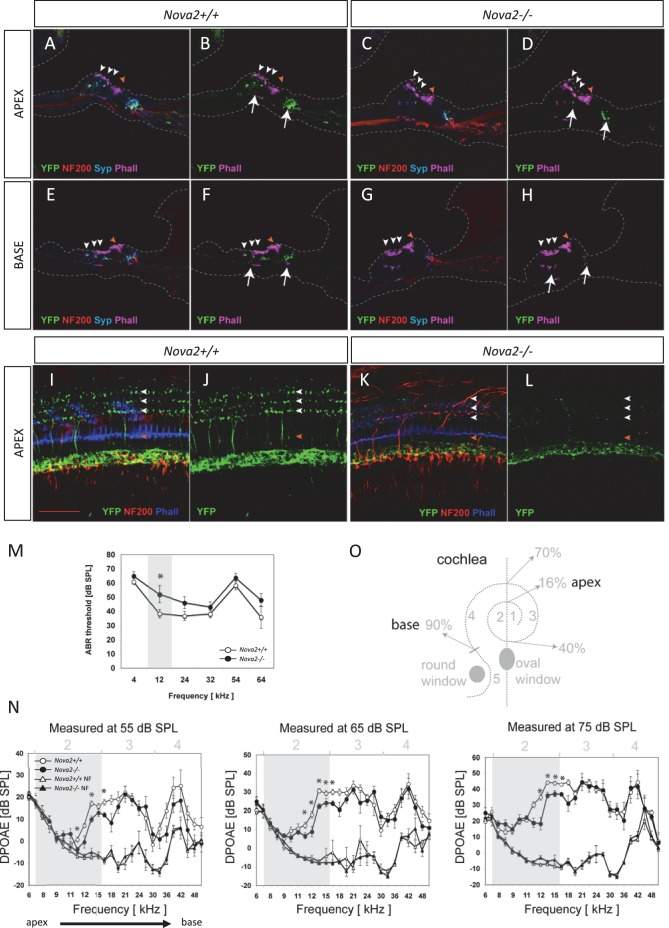
Efferents innervation defect and hearing impairment in postnatal Nova2-/- mice. (**A–H**) Cochlea cryosections immunostaining of in *Nova2-/-*;YFPJand control *Nova2+/+*;YFPJ P14 mice. The images show reduced efferent axons in *green* (YFP, see *arrows*), afferent neurofilaments (NF200) in *red* and phalloidin (Phall) labeling of actin-rich hair bundles in *magenta*. The presynaptic marker synaptophysin (syn) in *blue*, shows a reduction of functional efferent innervation. (**A–F**) control mouse, (**C–H**) *Nova2-/-*;YFPJ mouse. (**A–D**) Apical or (E-H) Basal organ of Corti. (**I–L**) Cochlea apical turn segment 2 (see below) whole mount preparations immunostaining of (**K, L**) *Nova2-/-*;YFPJ and (**I,J**) *Nova2+/+*;YFPJ P10 mice. The images show reduced efferent axons in *green* (YFP), NF200 in *red* and Phall in *blue*. (**A–L**) *Arrowheads* show approximate location of OHC rows (*white*) or IHC rows (*orange*). (**O**) Representation of the dissection map of the cochlea indicating segments 1–5 and the approximate localization along the length of the cochlea. (**M**) The thresholds of the auditory brainstem response (ABR) to pure-tone stimuli ranging from 10 to 80 dB SPL are increased significantly in *Nova2-/-* mice (n = 4–5 for each frequency) compared to wild-type mice (n = 5–6) at P21-P22. (**N**) The distortion-product otoacoustic emissions (DPOAEs) at 2f_1_-f_2_ measured at 55, 65 and 75 dB SPL show significant differences between wild-type mice (n = 4) and *Nova2-/-* animals (n = 4) at P21-P22. The noise floor (NF) that was measured simultaneously is also shown for both groups. The approximate acoustic representation of segments 2–4 of the dissected cochlea are shown over each plot and segment 2 is overshadowed in *gray*. Scale bars: 50 μm. *p<0.05. **DOI:** http://dx.doi.org/10.7554/eLife.14371.028

**Figure 10—figure supplement 1.**
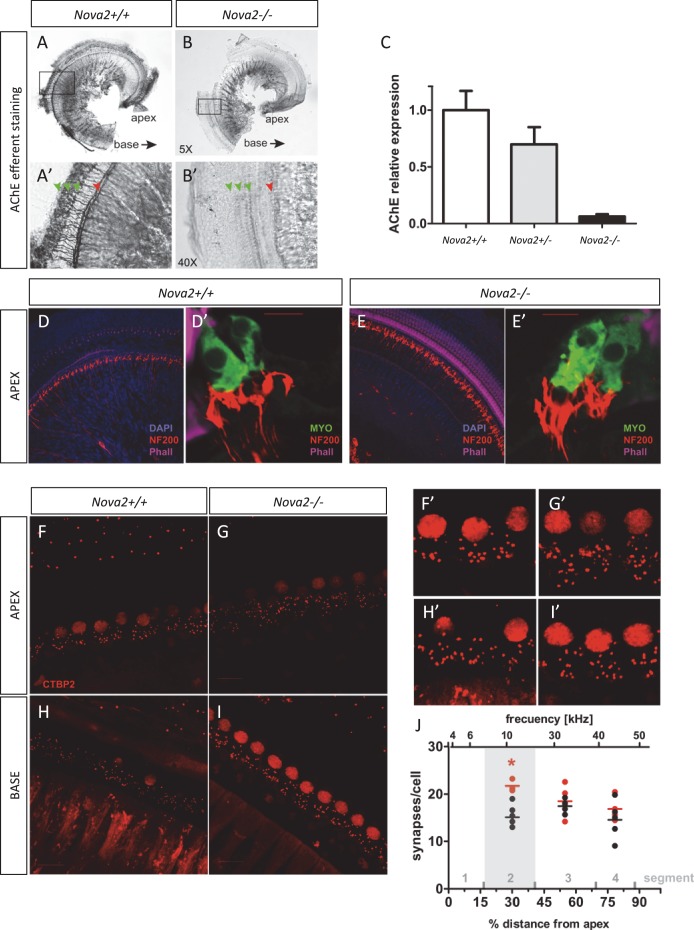
Reduced efferent innervation and increased afferent innervation to the apex of the *Nova2-/-* mice cochlea. (**A–C**) Quantitation of efferent neuronal axons by colorimetric detection of the enzyme acetyl cholinesterase (AChE) in the cochlear apex of (**B**,**B’**) *Nova2-/-* and control (**A**,**A’**) wild-type mice. Representative images are shown. Green arrows indicate the 3 rows of OHC and red Arrow the row of IHC. These preparations were done in non-decalcified cochlea and only the apex could be preserved after dissection. (**B**) Plot showing quantification of the colorimetric signal. Heterozygote *Nova2+/-* mice were included in the plot to show that defect is dependent on the dose of NOVA2 expressed (n = 4). P15-P25 mice were used **p<0.01. (**D**,**E**) Cochlea whole mount and (**D’**,**E’**) Cryosections immunostaining in wild-type and *Nova2-/-* P20 mice. The images show apparent increased afferent innervation staining (NF200, *red*). Hair cells are labeled with a *MYOVI* antibody (*green*) and hair bundles with Phall. (*magenta*). (**F–I**) Afferent innervation to the IHC was quantified by counting individual ribbon synapses stained with CTBP2 antibody at P18. (**F–H**) wild-type (**G–I**) *Nova2-/-*, (**F**,**G**) segment 2, apex and (**H**,**I**) segment 4, apex (see Figure 10-O). (**F’–I’**) Respective amplified afferent IHC synapses. (**J**) A total of 30 wild-type and 44 *Nova2-/-* cells from 2 mice of each genotype were quantified. Each dot in the plot represents 2–5 averaged cells. The figure shows the approximate location of cells from segment 1–4 along the% length of the cochlea from apex to base on the lower x axes and the approximate frequency representation in the upper x axes. The number of dots (synapses) per cell was quantified by counterstaining with MYOVI which allows to outline the IHC perimeter. **p<0.01. **DOI:** http://dx.doi.org/10.7554/eLife.14371.029

These defects were also evident in apical cholinergic innervation (Dalian et al., 2001; Maison et al., 2003) after the onset of hearing (P15-P25; Figure 10—figure supplement 1A–C). At these stages, we were able to demonstrate that the loss of axonal innervation was functionally significant, as assessed by auditory brainstem responses (ABRs) and distortion products otoacustic emissions (DPOAEs) recordings (Figure 10M–N) In addition, an apparent increase in afferent innervation was found in *Nova2-/-* mice by neurofilament immunodetection (Figure 10A–L and Figure 10—figure supplement 1D–E). The difference was significant in the apex as determined by quantitation of IHC ribbon synapses (Meyer et al., 2009) (Figure 10—figure supplement 1F–J). Taken together, these data demonstrate a role for NOVA in cochlear innervation, efferent pathfinding, and normal hearing function in vivo.

## Discussion

In the present work, we provide evidence for a novel and unique role for the tissue specific splicing regulator NOVA2 as an axon pathfinding modifier in cortical CC axons, motoneuron, and auditory efferents. In prior studies, integration of transcriptome-wide HITS-CLIP analysis, exon junction microarray data sets, and bioinformatics led to the identification of a large set of NOVA1/2 RNA functional interaction sites and major biological pathways which NOVA1/2 orchestrates in vivo (Licatalosi et al., 2008; Ule et al., 2005b; Ule and Darnell, 2006; Zhang et al., 2010). Given identical binding characteristics in shared transcripts (e.g. *Agrin*, others in Figure 2), we infer the following: 1) specificity is determined primarily by biochemical interactions: kD of NOVA KH domains binding to accessible YCAY motifs; this might include differential levels of NOVA1/NOVA2 expression within a cell; 2) differential binding is a function of differences in cell expression and/or differences in cell biology (e.g. subcellular distribution of NOVA1 and NOVA2). Evidence for differences in cell expression is clear in the cortex. Differences in actions within cells such as motoneurons that express both NOVA1 and NOVA2 isoforms could arise from different levels of NOVA1 and NOVA2 within the neurons, or due to differential localization of NOVA1 and NOVA2 within the motoneuron, as suggested by the differences in CLIP binding (intron versus 3’ UTR) of the two proteins (Figure 2F). The development of single cell-type CLIP would be able to address this issue. Prior genomic and biochemical studies have found no actions that were unique to either NOVA1 or NOVA2 paralogues. The present study identifies NOVA2 as playing a unique role in axonal pathfinding in embryonic development by combining histological analysis with genome wide NOVA1 and NOVA2 specific HITS-CLIP and RNA-seq analysis in *Nova1-/-* and *Nova2-/-* mice. These data build upon previously identified roles for NOVA1 and NOVA2 in early development as modifiers of neuronal migration in late-generated cortical neurons and Purkinje neurons through control of splicing of *Dab1* exon 7b/7c (Yano et al., 2010), for *Nova1/Nova2* as essential factors for AChR clustering at the NMJ through the regulation of *Agrin* Z exons (Ruggiu et al., 2009), and for *Nova2* in the induction of long term potentiation of slow inhibitory, but not excitatory, post synaptic potential currents after coincidence detection in CA1 hippocampal neurons (Huang et al., 2005). The current study provides the first evidence that the formation of corpus callosum in brain, proper innervation of ventral diaphragm, and efferent innervation to the cochlea at developing embryonic stage all require specific actions mediated by NOVA2 (Figure 11).

**Figure 11.**
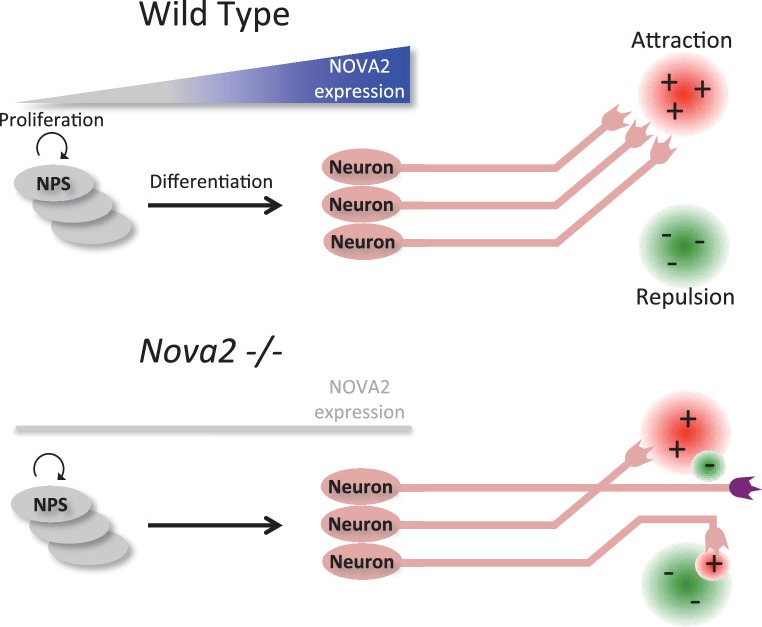
Model summarizing a unique role for NOVA2 in the consequence to neuronal axon guidance and outgrowth. The results of HITS-CLIP and RNA-seq analysis combined with histological analysis in *Nova2-/-* mice suggest a model that NOVA2 starts to act on an axon guidance regulatory cascade during neural differentiation in the neurons located on cortical plate. The breakdown of NOVA2-mediated RNA regulation results in the collapse of the normal axon guidance/outgrowth properties in either/both the neuron extending axon or/and the neuron expressing axon guidance cue. **DOI:** http://dx.doi.org/10.7554/eLife.14371.030

Immunohistochemical and DiI tracer analysis showed that *Nova2* deficiency results in severe ACC (Figure 6, and Figure 6—figure supplement 1). There are over 50 mouse genes known to be required for the formation of the corpus callosum (reviewed in Paul et al., 2007; Edwards et al., 2014). 

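Of *Dcc*, *Robo2*, *Epha5*, *Slit2*, *Ank2*, *Dclk1*, *Enah*, *Cask* and *Ptprs*, 7 genes have events in the authors' deposited table, 31 in number on 16 distinct spans, and *Dclk1* and *Enah* have none. For a cassette exon of *Ank2* on chromosome 3 of mm9 from 126631583 to 126631765, the authors' deposited table gives *Δ*I of -0.673 (FDR = 6.82e-226) in *Nova2-/-* cortex and -0.0188 in *Nova1-/-* cortex. A cassette exon of *Cask*, on the X chromosome from 13128073 to 13128108, had *Δ*I of 0.594 and -0.0405 in the authors' deposited table. A tandem cassette event of *Ptprs* on chromosome 17 between 56564303 and 56574020 had -0.220 and -0.0111 in the authors' deposited table. None of the 31 events passed |*Δ*I| of 0.1 and FDR of 0.1 in *Nova1-/-* cortex, where their smallest FDR was 0.546. In abundance, *Dclk1* had 865 ± 34.1 CPM (SD, n = 3) in wild-type and 835 ± 11.0 (SD, n = 3) in *Nova2-/-* cortex, a log2 fold change of -0.06 (standard error 0.06, adjusted p = 0.669 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Enah* had 107 ± 10.3 (SD, n = 3) and 119 ± 7.02 (SD, n = 3) CPM, and its log2 fold change was 0.14 (standard error 0.08, adjusted p = 0.385 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The largest log2 fold change among the 9 genes was that of *Ank2*, 0.33 (standard error 0.08, adjusted p = 0.0884 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).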

NOVA2 HITS-CLIP and RNA-seq analysis revealed that 11 NOVA2 target alternative splicing events on 9 genes (*Dcc, Robo2, Epha5, Slit2, Ank2, Dclk1, Enah, Cask, Ptprs*) intersected with the genes associated with mouse ACC phenotypes and human ACC syndromes (Figure 6—figure supplement 3), suggesting that the ACC phenotype in *Nova2*-/- mice may be caused by splicing dysregulation of multiple coordinately NOVA2-regulated transcripts, consistent with previous observations that NOVA proteins regulate subsets of transcripts that mediate coordinate biologic functions (Ule et al., 2005b). Given that *Netrin-1* null mice and *Dcc* null mice shows similar ACC phenotype to *Nova2* null mice (Fazeli et al., 1997; Serafini et al., 1996), we tried to rescue the ACC phenotype with the DCC-long isoform, that is decreased in the cortex of *Nova2*-/- mice, by *in utero* electroporation (data not shown). The expression of DCC-long (long isoform of exon 17) isoform in cingulate cortex at E14.5 was not sufficient to form the commissure corpus callosum, indicating that the DCC-long isoform was not sufficient to rescue the ACC phenotype, and suggesting the possibility that the ACC phenotype in *Nova2*-/- mice either does not involve the DCC-long isoform or is caused by the dysregulation of multiple transcriptomes.

We found that in the cortex, NOVA2 regulates alternative splicing events of two netrin receptors: *Dcc* exon 17 and *Neo1* exon 27 in developmentally regulated manner (Figure 4, Figure 4—figure supplement 1, and Figure 5). In the spinal cord, *Dcc* exon 17 is regulated by NOVA1/2 and required for the spinal commissural neuron development (see accompanying paper by Leggere et al.). Recent structure analysis of netrin-1/NEO1 and netrin-1/DCC-short (short isoform of exon 17) revealed that netrin-1/NEO1 form a 2:2 heterotetrameric netrin-1/NEO1 complex and netrin-1/DCC-short have a continuous netrin-1/DCC assembly (Xu et al., 2014). Netrin-1 recognizes the fourth and fifth fibronectin type III domains (termed FN4 and FN5, respectively) of both NEO1 and DCC. Interestingly, the NOVA2-regulated *Dcc* exon 17 is located in the linker region between the FN4 and FN5 domains, and this splicing switch from DCC-short to DCC-long isoform is enough to support the architectural switch of netrin-1/DCC complex from the continuous assembly to the 2:2 assembly (Xu et al., 2014). This suggests that NOVA2-dependent splicing regulation results in architecturally distinct netrin-1/DCC complexes that elicit distinct downstream signaling. Changes in NOVA2-dependent regulation of *Dcc* exon 17 splicing during development (Figure 5) further indicate that NOVA2-regulated splicing controls the ability of cortical and spinal neurons to utilize distinct netrin-1/DCC assemblies to respond to a variety of cellular demands.

NEO1, another member of the *Dcc* family, shares ~50% amino acid identity with DCC (Vielmetter et al., 1994) and has four known alternative splicing sites. The NEO1 extracellular region is a receptor for repulsive guidance molecule (RGM) family molecules in addition to netrins. Upon ligand binding to the extracellular domain of NEO1 and DCC, their intracellular domains can activate multiple downstream signal transduction pathways, that modulate chemotropic axon guidance (Bradford et al., 2009). The inclusion of *Neo1* exon 27 inserts a 53 amino acid sequence into the intracellular region. 

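In the RNA-seq of cortex, a *Neo1* cassette exon of 159 nt lies on chromosome 9 of mm9 from 58732277 to 58732435. Its *Δ*I in the authors' deposited table was -0.51 (FDR = 3.16e-70) in *Nova2-/-* cortex, which is more inclusion in the knockout, and 0.00830 in *Nova1-/-* cortex. In *Nova1-/-* midbrain and hindbrain the authors' deposited table gives -0.123 (FDR = 6.85e-07), which passes both thresholds in the direction of *Nova2-/-* cortex. The exon with 200 nt on either side holds 19 YCAY motifs in 559 nt, and its reference sequence is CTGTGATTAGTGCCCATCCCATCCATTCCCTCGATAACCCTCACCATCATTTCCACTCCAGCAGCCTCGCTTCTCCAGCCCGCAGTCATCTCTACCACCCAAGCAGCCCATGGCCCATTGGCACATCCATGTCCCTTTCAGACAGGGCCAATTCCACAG. No background count of the motif was made for comparison. The abundance of *Neo1* was 584 ± 123 CPM (SD, n = 3) in wild-type and 538 ± 36.9 (SD, n = 3) in *Nova2-/-* cortex, a log2 fold change of -0.12 (standard error 0.13, adjusted p = 0.653 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each mouse left out in turn it lay between -0.21 and 0.06.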

Inclusion is increased in E18.5 *Nova2-/-* cortex, suggesting that NOVA2-dependent alternative splicing of *Neo1* exon 27 regulates downstream signal transduction. It is well-established that DCC receptors mediate chemo-attraction upon netrin-1 binding, while the UNC5 receptor alone or heterodimerized with DCC elicits chemo-repulsive activity in neuronal tissues (Hong et al., 1999). Interestingly, UNC5B interacts with NEO1 as a co-receptor for RGMa and associates with leukemia-associated guanine nucleotide exchange factor (LARG, also termed as ARHGEF12) to mediate the signal transduction leading to growth cone collapse (Hata et al., 2009). 

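*Arhgef12* lies on chromosome 9 of mm9 from 42771925 to 42913801. Its abundance was 538 ± 38.3 CPM (SD, n = 3) in wild-type and 580 ± 18.2 (SD, n = 3) in *Nova2-/-* cortex, a log2 fold change of 0.10 (standard error 0.07, adjusted p = 0.466 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it lay between 0.06 and 0.15 with each mouse left out in turn. The *Arhgef12* cassette exon of 57 nt from 42848623 to 42848679 reads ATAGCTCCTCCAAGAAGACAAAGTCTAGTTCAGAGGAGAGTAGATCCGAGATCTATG in the reference, and holds 12 YCAY motifs together with 200 nt on either side. Its *Δ*I in the authors' deposited table was -0.239 (FDR = 9.37e-26) in *Nova2-/-* cortex and 0.00864 in *Nova1-/-* cortex. A mutually exclusive event of *Arhgef12* has -0.291 in the authors' deposited table, nearer to the value in the paper's figure. Which of these events is the paper's exon 4 was not settled. For the YCAY motifs of the 57 nt exon, too, no background count was made. In *Nova1-/-* cortex the log2 fold change of *Arhgef12* was -0.10 (standard error 0.05, adjusted p = 0.694 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).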

Although the abundance of *Arhgef12* RNA in cortex was comparable between E18.5 wild-type and *Nova2-/-* mice (log_2_FC = 0.10, FDR = 0.78), *Arhgef12* exon 4 inclusion was significantly increased in *Nova2-/-* mice (Figure 4—figure supplement 1), suggesting the possibility that NOVA2 modulates RGM signal transduction mediated by NEO1, UNC5b, and ARHGEF12 through coordinate regulation of alternative splicing of those RNAs.

Interestingly, exon 7–8 deletion of *Srrm4/nSR100* gene, an alternative splicing regulator, mice shows partial ACC phenotype and neurite outgrowth defect in diaphragm (Quesnel-Vallieres et al., 2015) in addition to hearing defects (see below), indicating that alternative splicing regulation mediated by RBPs (e.g. NOVA2, SRRM4/nSR100) is required for the formation of corpus callosum and neurite outgrowth into diaphragm.

Our analyses were focused on axon guidance related genes but do not rule out the possibilities that axonal pathfinding defect phenotypes in *Nova2*-/- were caused by deficits of multiple biological processes. Several relevant processes were enriched in GO and KEGG pathway analysis, including protein modification, phosphorylation, cellular protein metabolic process, synaptic transmission, chromatin modification, adherens junction, and cell morphogenesis involved in neuron differentiation. Our previous work has showed that the proliferation of cortical neural progenitor cells was not disrupted in *Nova2-/-* (Yano et al., 2010). RNA-seq data showed that the transcriptome abundance of the neuronal differentiation markers were comparative between wild-type and *Nova2*-/- mice (Figure 3—source data 2), indicating that the differentiation from neuronal progenitor to neuron is comparable between wild-type and *Nova2*-/- mice.

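The list in Figure 3—source data 2 holds 37 markers besides *Nova1* and *Nova2*, and all 37 were tested. None had an FDR below 0.05 in *Nova2-/-* cortex, whether adjusted over all genes tested or over the list alone, and *Cspg4*, *Msi1*, *Neurog2*, *Notch2* and *Sox5* were the 5 with an unadjusted p below 0.05. The replicate number was not used as a block in these tests. The log2 fold changes of the 37 ran from -0.25 to 0.57, with a median of 0.07, and 27 of the 37 lay above 0. The highest was that of *Notch2*, on chromosome 3 of mm9 from 97817461 to 97954290, with 73.3 ± 16.3 CPM (SD, n = 3) in wild-type and 109 ± 21.2 (SD, n = 3) in *Nova2-/-* cortex (standard error 0.18, adjusted p = 0.146 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With DESeq2 in place of edgeR, 2 of the markers, *Notch2* and *Sox5*, had an FDR below 0.05, and with each mouse left out in turn *Notch2* did in 1 of 6 edgeR fits. In *Nova1-/-* cortex none of the 37 had an FDR below 0.05 and 4, *Bcl11b*, *Notch1*, *Olig2* and *Sox1*, had an unadjusted p below 0.05, with log2 fold changes from -0.24 to 0.25. From its own values in that list the paper reasons that differentiation from neuronal progenitor to neuron is comparable between wild-type and *Nova2-/-* mice.

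**Figure D2:**
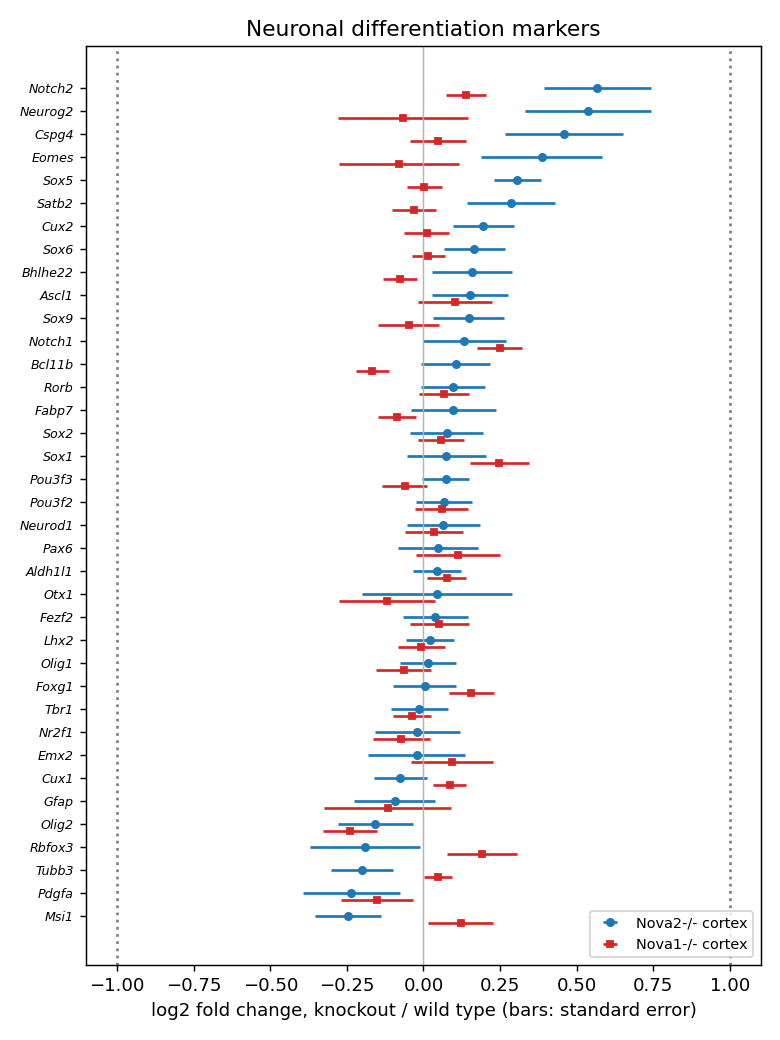
Log2 fold changes of the 37 neuronal differentiation markers in *Nova2-/-* and *Nova1-/-* cortex against wild-type littermates, with bars of 1 standard error and dotted lines at -1 and 1. All of the markers lie between -0.25 and 0.57.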

Despite the important role of alternative splicing in the formation of the cochlear tonotopic gradient (Navaratnam et al., 1997; Rosenblatt et al., 1997; Miranda-Rottmann et al., 2010) and in hair cell development and function (Kollmar et al., 1997; Liu et al., 2007; Webb et al., 2011) to date only two alternative splicing factors have been implicated in hearing: *Srrm4/nSR100* (Nakano et al., 2012) and *Sfswap* (Moayedi et al., 2014). Both are expressed in hair cells necessary for the development of the sensory epithelium, in contrast with *Nova1* and *Nova2*, which are the first neuron-specific splicing factors described to regulate cochlear innervation.

Interestingly auditory efferents are a ventral population of rhombomere 4 facial brachial motoneurons that segregate during development (Karis et al., 2001) and while facial innervation is normal, the ventral auditory efferents are selectively affected in the *Nova2-/-* mice (Figure 9A–D and data not shown). This specificity is similar to the observation that dorsal motoneuron innervation of the diaphragm is normal while ventral innervation (Figure 8) is affected in the *Nova2-/-* mouse, suggesting a more general ventral specialization of axonal guidance regulation by NOVA2. These observations are reminiscent of those seen with defects in GATA-3 innervation of facial motor neurons (Karis et al., 2001) and dorsal/ventral pathfinding of limb motoneurons regulated by *EphA4* (Helmbacher et al., 2000), suggesting the possibility of an integrated role for NOVA2 in dorsal/ventral axonal pathfinding.

To assess OHC function we measured DPOAEs (Lonsbury-Martin and Martin 1990) in *Nova2-/-* mice. There was a significant reduction in DPOAEs in the apex of *Nova2-/-* mice cochlea (Up to 10 dB SPL, Figure 10N) where a significant reduction in cholinergic innervation was also found (Figure 10—figure supplement 1A–C). Nevertheless the reduction in efferent innervation is comparatively more severe in the base of the cochlea (Figure 9 and 10A–H) suggesting that OHCs sensitive to low frequency sounds are more dependent on *Nova2* controlled efferent innervation. Direct testing of efferent function by electrical activation of these nerves has been shown to reduce the baseline DPOAE intensity (Liberman et al., 1996; Vetter et al., 1999). Preliminary testing in *Nova2-/-* mice showed that this inhibitory function was not affected (Stéphane S Maison, personal communication), suggesting that the residual efferent innervation was able to sustain the function of further reducing the DPOAEs.

Only an indirect mouse model of efferent innervation defect has been available to date: a mutation in the α9α10 hair cell nicotinic receptor (Taranda et al., 2009) in which the DPOAEs threshold levels are reduced by approximately 7–14 dB SPL (a reduction in 10 dB SPL is perceived approximately as half the intensity). In addition, the reduction in DPOAEs found in the *Nova2-/-* mice could explain the ABR threshold elevation at the same frequency range (Figure 10M) (Sun and Kim 1999; Taranda et al., 2009). The opposite possibility, that the defect evidenced by ABRs is responsible for the reduction in DPOAEs is unlikely since it has been reported that even with 80% loss of IHC (with intact OHC) the DPOAEs are only reduced by 10–20 dB SPL (Trautwein et al., 1996). It has also been recently shown that afferent innervation to the OHC has no effect on DPOAEs (Froud et al., 2015). Despite the reduction in ABRs which measure afferent pathway function, we found an increase in afferent innervation (Figure 10A–L) quantified by synaptic ribbon count in *Nova2-/-* mice (Figure 10—figure supplement 1E–J) although further study will be necessary to determine if this synapses are functional. Increase in afferent innervation could be a compensatory mechanism to decreased lateral olivocochlear (LOC) efferents, which form synapses on IHC afferents, or a direct effect of the loss of *Nova2* expression in afferent neurons through an ephrin-dependent pathway (Defourny et al., 2013). An interesting possibility is that the transient synapses formed between MOC efferents and IHC during development (Simmons et al., 2011) have an important role in IHC development that is impaired in *Nova2-/-* mice.

Taken together, our observations suggest that protein/RNA diversity provided by NOVA2-mediated RNA regulation is required for proper axon pathfinding and formation of complex synapses/neural networks, particularly in dorsal/ventral choices, and that alternative splicing switches mediated by NOVA2 may regulate key developmental steps in mammalian biology and pathogenesis of neurological diseases.

## Material and methods

### Generation of *Nova2* null mice

Two fragments from the *Nova2* genomic locus of 2.2 and 6 kb, flanking a 1.5 kb DNA fragment harboring the exon containing the initiating methionine, were cloned into a targeting vector. An *IRES-Cre-FRT-Neo-FRT* targeting cassette was inserted into the *Nova2* locus upstream of the initiator ATG in the first known coding exon of the *Nova2* gene. Linearized targeting vector plasmid was electroporated into ES, and G418-resistant clones (150 ug/mL G418 for 24 hr) harboring homologous recombinants were screened by Southern blot with a 5’ *Nova2* genomic probe and injected into mouse blastocysts to produce germline transmitted chimeras. The neomycin cassette was excised by breeding germline-transformed mice with transgenic animals expressing Flp recombinase under the control of the CMV promoter. The original *Nova2+/-* (and *Nova1+/-*) mice obtained in a B57B/6 background were backcrossed for 10 generations to CD-1 and FVB strains and to the thy1-YFP line J (YFPJ) strain (Jackson labs Stock 003709) which has high expression of YFP in motor neurons (Feng et al., 2000) or crossed to the R26R strain (Jackson lab stock 003309) for *Nova2* tissue-wide expression analysis. Most experiments were done in CD-1 background, but mice in the inbred FVB background showed no phenotypic differences. FVB mice were used for the hearing tests reported here because they present normal hearing thresholds (Zheng et al., 1999) and less inter individual differences. All procedures in mice were performed in compliance with protocols approved by the Institutional Animal Care and Use Committee (IACUC) of the Rockefeller University or the Comité de déontologie de l’expérimentation sur les animaux (CDEA) of the Univeristy of Montreal.

### Antibodies

Primary antibodies used for immunohistochemistory and western blot were as follows; goat anti-NOVA2 (C-16) (sc-10546, Santa Cruz), rabbit anti-NOVA1 [EPR13847] (ab183024, abcam), human anti-pan NOVA (anti-Nova paraneoplastic human serum), rabbit anti-PTBP2 (Polydorides et al., 2000), rat anti-L1 (MAB5272, Millipore), goat anti-TAG1/Contactin-2 (AF4439, R&D systems), goat anti-NetrinG1a (AF1166, R&D systems), rabbit anti-NURR1 (M-196) (sc-5568, Santa Cruz), rabbit anti-neurofilament (AB1981, Chemicon), mouse anti-NF200 (N5389, SIGMA), mouse anti-ctbp2 (612044, BD), rabbit anti-myoVI (sc-50461, Santa Cruz), and goat anti-neuropilin-1 (AF566, R&D systems). Anti-NOVA1 and anit-NOVA2 antibody specificity for immunohistochemistory and immunoprecipitation was confirmed (Figure 1—figure supplement 2).

### Immunohistochemistory

E16.5, E18.5 mice brains were fixed with 4% praraformaldehyde (PFA)/PBS at 4 degrees overnight, and sequentially replaced to 15% sucrose/PBS and 30% sucrose/PBS at 4 degrees for cryo-protection, then embedded in OCT compound. Frozen brains were sliced into 80 μm thick sections on a cryostat (CM3050S, LEICA). Brain sections and whole embryos fixed with 4% PFA/PBS were subjected to floating or whole-mount immunohistochemistry. These samples were washed three times with PBS at room temperature (RT), incubated with 0.2% Triton X-100/PBS at R.T., blocked with 1.5% normal donkey serum (NDS)/PBS at RT, and then incubated overnight at 4 degrees with primary antibodies or Alexa-dye conjugated phalloidin in 1.5% NDS/PBS followed by incubation with Alexa 488, 555, or 647 conjugated donkey secondary antibodies (1:1000) in 1.5% NDS/PBS. Images of immunostained specimens were collected by BZ-X700 (KEYENCE), fluoscence microscopes Axioplan 2 (Zeiss), or an inverted TCS SP8 laser scanning confocal microscope (LEICA) at The Rockefeller University Bio-Imaging Resource Center.

### Cochlea tissue processing and imaging

Embryos were obtained by C-section of time-mated dams and fixed by overnight immersion in 4%PFA. Postnatal mice were intracardialy perfused with 4% PFA, cochleae immediately removed and perfused through the round window with a 1 ml syringe. After post-fixation 2:30 hr at 4°C cochleae were washed in PBS, directly dehydrated in 30% sucrose at 4°C or previously decalcified for 24–48 hr in 120 mM EDTA in PBS. For beta-galactosidase expression analysis the decalcified cochleae were perfused through the round window with M-1 embedding matrix (Thermo Scientific) and frozen in a block of the same matrix, 40 µm cryosections were incubated in staining solution (4 mM potassium ferricyanide, 4 mM potassium ferrocyanide, 1 mg/ml x-gal) dissolved in wash buffer (2 mM magnesium chloride, 0,01% sodium deoxycholate, 0,1% NP40 and 0.2 mM buffer phosphate pH 8.0) overnight at 37°C, washed in wash buffer 3 hr at 4°C, post-fixed again in 4% PFA and washed in PBS before mounting. For AChE staining the non-decalcified cochleae were dissected by carefully chipping the bone away and incubated in a solution containing 0.5 mg/ml acetylcholine iodide as explained elsewhere (Willott, 2001). For whole mount immunostainings the decalcified cochleae were dissected cutting into half turns (See Figure 10O), permeabilized and blocked in 0.1% TX100, 5% donkey serum in PBS. Primary and secondary antibodies were incubated sequentially 24 hr at 4°C. Washes were done in 0.05% TX100. For cryosections the decalcified cochleae perfused through the round window with M-1 embedding matrix (Thermo Scientific) or the fixed embryos were cut into 14–20 µm sections, permeabilized and blocked in 0.1% Triton-X100, 5% donkey serum in PBS. Primary antibodies were incubated 24 hr at 4°C and secondary antibodies for 2 hr at room temperature. Washes were done in PBS. Alexa labeled Phalloidin (1:100) was added to the secondary antibody mix. Images were collected using a Zeiss LSM 510 confocal microscope at The Rockefeller University Bio-Imaging Resource Center and a Zeiss LSM 700 confocal microscope at the IRIC core of the University of Montreal.

### Axon tracing

For DiI trace analysis, DiIC18(3) crystal (D3911, molecular probes) were placed in cingulate cortex or lateral neocortex of P0 brain. After 8–21 days at 37 degrees in 4% PFA/PBS to allow dye diffusion, samples were cryo-protected with 30% sucrose/PBS at 4 degrees, embedded in OCT compound, and cut into 100 μm sections on cryostat. Counterstaining was with 1 μg/mL DAPI (4’,6-Diamidino-2-phenylindole dihydrochloride). The images of immunostained specimens were collected by a fluoscence microscope Axioplan 2 (Zeiss). Inner ear afferents and efferents were labeled with lipophylic (NeuroVue) dyes (Molecular Targeting Technologies; MTTI). These dyes were placed into specific areas for selective labeling of nerve fibers (Fritzsch et al., 2005; Duncan et al., 2015) Dyes were placed into the cerebellum and the alar plate of rhombomere 2 to label the afferent fibers to the ear. Dye was also placed into the basal plate of rhombomere 4 for efferent nerve labeling. The preparations were then incubated in 4% PFA at 36 degrees C for three days. After dye diffusion the ear was dissected out and placed on a glass slide with glycerol and a cover slip on top to be imaged with a Leica SP5 confocal microscope.

### Western blot and semi-quantitative RT-PCR

Western blotting and RT-PCR analyses were performed as described elsewhere (Yano et al., 2010). For quantification, three biological replicates were used and quantified from obtained images by using ImageJ free software (http://rsb.info.nih.gov/ij/index.html).

### Hearing tests

ABRs were recorded from deeply anesthetized mice. The positive needle electrode was inserted subdermally at the vertex, the negative electrode was placed beneath the pinna of the left ear, and the ground electrode was located on the hind leg. ABRs were evoked by tone bursts ranging from 4–64 kHz and were produced by a closed-field electrostatic speaker connected to a driver (EC‑1 and ED‑1; Tucker-Davis Technologies). The 5 ms tone bursts were presented 33.3 times per second; their 0.5 ms onsets and offsets were tapered with a squared cosine function. The speaker’s audio output was transmitted into the ear through a custom acoustic assembly. Sound-pressure levels were measured with a calibrated microphone and preamplifier connected to a conditioning amplifier (4939‑A‑011 and 2690‑A‑0S1, Brüel and Kjær). The response was amplified x10,000 and bandpass filtered at 0.3‑3 kHz (P55, Natus Neurology Inc.). The amplified response was then digitally sampled at 10 μs intervals with a data acquisition device (PCIe-6353, National Instruments) controlled by custom software (LabVIEW 2010, National Instruments). The responses to 1000 bursts were averaged at each intensity level to determine the threshold, defined as the lowest level at which a response peak was distinctly and reproducibly present. For each frequency, sound-pressure level was decreased from 80 dB SPL in 5 dB steps until threshold was reached. DPOAEs were then elicited with an acoustic coupler that allowed for recording ear-canal sound pressure levels via a probe tube concentrically situated within the common sound-delivery tube. The acoustic coupler consisted of two electrostatic speakers (EC‑1, Tucker-Davis Technologies) to generate primary tones and a miniature microphone (EK‑23103, Knowles) to measure ear-canal sound pressure (coupler from Mike Ravicz, EPL, Eye&Ear inf, Boston). The speakers and the microphone were both calibrated using the calibrated microphone described above. The 2*f*_1_ − *f*_2_ distortion product was measured with *f*_2_ = 6–54 kHz, *f*_2_/*f*_1_ = 1.2, and L_1_ = L_2_ = 55‑75 dB SPL. The acoustic signal was amplified by a preamplifier (ER‑10B+, Etymotic Research) and the sound pressure measured in the ear canal was digitally sampled at 10 μs intervals with the data-acquisition system described above. Each frequency pair was presented for 1 s. After fast Fourier transforms had been computed and averaged over ten consecutive traces, the amplitudes of the 2*f*_1_ − *f*_2_ distortion product and the surrounding noise floor (+/- 100 Hz of 2*f*_1_ − *f*_2_) for each frequency pair were determined, a procedure requiring 17 s of data acquisition and processing time.

### HITS-CLIP

NOVA1 and NOVA2 CLIP was performed on E18.5 wild-type cortex using three biological replicates, as described elsewhere (Licatalosi et al., 2008). High-throughput sequencing was performed at the Rockefeller University Genome Resource Center. Sequence tags were aligned to the mouse genome (mm9) by novoalign. Unique tags were collected by eliminating PCR duplicates.

### RNA-seq and analysis

E18.5 mouse cortex RNA from wild-type and *Nova2-/-* littermate and E18.5 mouse cortex and midbrain/hindbrain RNA from wild-type and *Nova1-/-* littermate (three biological replicates for each genotype) was prepared using Trizol (ambion) and ribosomal RNA was removed from 1 μg RNA using Ribo-Zero rRNA removal Kit (epicentre). Standard RNA-seq libraries were prepared using TruSeq RNA Sample Preparation Kit v2 (illumina) following manufacturer’s instructions. High-throughput sequencing was performed on Hi-seq 2500 (illumina) to obtain 125 nucleotide paired-end reads at New York Genome Center. Reads were aligned to the mouse genome (mm10) using OLego (Wu et al., 2013). The downstream splicing analysis was performed as described previously (Yan et al., 2015) and then liftovered to mm9. Differential expression analysis was performed with the R package edgeR (Robinson et al., 2009) available on Bioconductor 3.0 (Gentleman et al., 2004).

### Accession numbers

RNA-seq and HITS-CLIP data have been deposited in GEO under accession number GSE69711 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE69711).

How the deposited data were processed for this re-analysis (not part of the article)

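RNA was measured in cortex from 12 mice at embryonic day 18.5, with 3 mice in each of 4 groups, and in midbrain and hindbrain from wild-type and *Nova1-/-* mice. The paper describes total RNA extracted with Trizol, depleted of ribosomal RNA with Ribo-Zero, made into TruSeq libraries and sequenced as paired-end reads on a HiSeq instrument. The authors aligned the reads to mm10 with OLego and deposited a table of expected counts per gene symbol, without normalization, for the 12 cortex samples. The deposited table also holds the authors' log2 fold changes and FDR values, which are adjusted p-values, from edgeR for each knockout against its wild-type littermates. The paper's text does not name the counting program, the annotation, the filter or the edgeR test. The authors deposited, in a further table, *Δ*I, the difference of the inclusion fraction between wild-type and knockout from -1 to 1, and its FDR for each NOVA2-dependent alternative splicing event, with 1 value for each of *Nova2-/-* cortex, *Nova1-/-* cortex and *Nova1-/-* midbrain and hindbrain. The paper's methods follow Yan et al. for splicing and convert coordinates from mm10 to mm9. These values carry no replicates and no read counts.

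The samples were grouped by the genotype, region and replicate number in their labels, and wild-type samples were assigned to the *Nova2* or *Nova1* litters from the labels and the paper's methods. Total counts ranged from 16518149 to 31361972 per mouse. Expected counts were rounded to whole numbers. The table holds 23038 gene symbols and no 2 identical columns.

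Comparisons of abundance used edgeR 4.0.16 in R 4.3.3: TMM normalization, the default filter on low counts (filterByExpr), edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and thresholds of 0.05 for FDR and 1 for the size of the log2 fold change. Only the 6 samples of the compared groups entered each fit. The fit of the difference between the knockouts' changes used all 12. CPM values use TMM-scaled library sizes. Errors of means are SDs over 3 mice, and errors of log2 fold changes are standard errors from the fit. The test was checked on simulated counts. The comparisons were *Nova2-/-* with wild-type littermates, *Nova1-/-* with wild-type littermates, the wild-type cortices of both sets of litters with each other, and the change in *Nova2-/-* minus the change in *Nova1-/-*.

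Splicing events were counted at the paper's thresholds of 0.1 for |*Δ*I| and 0.1 for FDR, and correlations were computed across events without a p. The paper's further condition, a YCAY motif within a CLIP cluster, was not checked here. The starts of the deposited spans were found to count from 0, since 87.8% of them match an exon start of the mm9 annotation when 1 is added, against 0.854% without. Positions in the text count from 1. Lists of genes were compared with 10000 random lists matched in number and expression. Event tables were handled with Python 3.11.15, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.

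The genes named are those the paper names beside an RNA-seq result and, per comparison, the 5 with the largest log2 fold change in each direction among those past both thresholds whose groups of 3 do not overlap; for the difference between knockouts, which has 4 groups, the groups were not required to be apart. For splicing they are the events of the paper's genes and the 5 events with the largest |*Δ*I| in each direction, of which some are printed. Names outside this rule were chosen after their values were seen.

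The alternatives were no filter, at least 10 counts in every sample, upper-quartile normalization, DESeq2 1.42.0, edgeR's exact test, each sample left out in turn, a replicate block in the *Nova2* litters, any fold change, other FDR and |*Δ*I| limits, 1 event per gene, and, added after the data had been seen, all 12 cortex samples in one fit, the classic exact test on unrounded values, thinning of all samples to the smallest total, and subsets of events. Abundance in midbrain and hindbrain was not analysed here, so the comparisons planned for these regions were left out, as was a fit of all 18 samples. The binomial interval of the share of events covers counting error only.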

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

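The tests of sex, of pseudogenes and of processing, and the test of meningeal genes for the difference between the knockouts, were chosen after the result had been seen; the other tests were written before their own values were seen. The list of 19 meningeal genes was written before the values of its genes were seen, but after those of other meningeal genes had been.

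A test of the difference between the knockouts gave 113 transcripts whose change in *Nova2-/-* cortex differed from that in *Nova1-/-* cortex, 90 with a higher and 23 with a lower change in *Nova2-/-* cortex. *Nova1* was the highest, with a log2 difference of 9.15, followed by *Cd209f*, *Hs3st3a1*, *Gjb2* and *Gbp4*. The lowest were *Eif2s3y*, *Ddx3y*, *Uty*, *Kdm5d* and *Nanos2*. *Nanos2* lies on chromosome 7 from 19572873 to 19574311, close to the targeted *Nova2*, and an effect of the altered locus on it was not tested. At least 113 transcripts came from 2 of 80 regroupings that parted every pair of equal number in the *Nova2* litters, the real grouping included. The other of the 2 gave 127 and exchanged wild-type replicate 4 of the *Nova1* litters with *Nova1-/-* replicate 1. The 20 regroupings that left the *Nova2* litters as they are gave from 20 to 127 transcripts, and the 60 others gave at most 1, so that the count depends on the grouping of the *Nova2* litters. The median log2 difference of the 19 meningeal genes was 1.50, above 100% of 10000 random lists, and 7 of them had an FDR below 0.05. Different amounts of meningeal tissue in the samples may therefore contribute, and a biological difference between the knockouts cannot be told apart from it here. Of the 113, 4 transcripts (*Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty*) were Y-linked. Only 6 genes that are Y-linked, *Xist* or *Tsix* were tested, too few to be most of the 113, and genes elsewhere that differ by sex were not tested, so the difference cannot be told apart from the sex of the embryos; this reading was changed after the value was seen. Without wild-type replicate 2 of the *Nova2* litters 123 transcripts passed both thresholds. Gene length and library size were not tested for this comparison.

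Between the wild-type cortices of the *Nova2* and *Nova1* litters, which the paper does not compare, 103 transcripts differed past both thresholds, 76 higher and 27 lower in the *Nova1* litters. The excess of higher ones depends on the mice: without wild-type replicates 1, 2 and 3 of the *Nova2* litters 19, 17 and 330 were higher and 22, 17 and 129 lower, and without replicates 4, 5 and 6 of the *Nova1* litters 1, 7 and 3 were higher and 2, 7 and 5 lower. *G530011O06Rik* had 5.93 ± 0.567 CPM (SD, n = 3) in the *Nova2* litters and 54.9 ± 6.22 (SD, n = 3) in the *Nova1* litters, and *Jmjd7* had 9.01 ± 0.642 (SD, n = 3) and 1.41 ± 0.0369 (SD, n = 3). These transcripts kept an adjusted p below 0.05 with each mouse left out in turn. Among the transcripts selected for this comparison, the largest log2 fold changes were those of *Prss56*, 4.89, and *9030025P20Rik*, -7.42. Their adjusted p was above 0.05 in 4 and 1 of the 6 fits, and that of *Cpb2* in 5. Of the 10 splits of the 6 mice, the real one alone gave as many, in a design whose share cannot fall below 10%. No biological explanation was tested, since both groups are wild-type and the labels give no other difference than the litters. The median log2 fold change of the meningeal genes was 1.09, above 100% of 10000 random lists, and 4 of them (*Col1a2*, *Col3a1*, *Dcn* and *Ogn*) had an FDR below 0.05, so more meningeal tissue in the samples of the *Nova1* litters may be part of the difference. Of the 103, 1 (*Ddx3y*) was Y-linked, *Xist* or *Tsix*, of 3 such genes tested, too few to decide whether the sex of the embryos contributes, a reading changed after the value was seen. Of the 97 that carry an annotation, 1 was a pseudogene, or 1.03%, against 0.495% of the genes tested. The rule first written, over 2 times that share, was met by this 1 gene, *Marcksl1-ps4*, and was set aside after the value was seen because 1 gene cannot decide the question. The share of values that are not whole numbers was at least 18.6% in each wild-type mouse of the *Nova1* litters and at most 11.7% in the *Nova2* litters, so a difference in processing between the sets of litters cannot be told apart from the litters themselves.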

How the results depend on the processing

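Of the alternatives below, all 12 cortex samples in one fit, the classic exact test, thinning to the smallest total, 1 event per gene for the correlations, the limit of 0.5 on |*Δ*I| and the removal of the *Nova1* events were chosen after the data had been seen; the other alternatives were set before the data were examined. The cause was not tested for any change given here.

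The 41 transcripts changed in *Nova2-/-* cortex became 67 without a filter, 118 with DESeq2, 170 with edgeR's exact test, 185 with all 12 samples, 173 with the classic exact test on unrounded values, and 166 at any fold change; each of these sets holds all 41. They were 41 with at least 10 counts in every sample, 43 with upper-quartile normalization, 55 with a replicate block (31 of them among the 41) and 34 after thinning (30 of them among the 41). They ranged from 4 to 254 across the 6 fits that each left out 1 mouse, and between 3 and 39 of the 41 were among them. Higher ones were in excess over lower ones in 5 of these fits, and without wild-type replicate 2 there were 7 of each. The 2 transcripts changed in *Nova1-/-* cortex became 1 with at least 10 counts in every sample (*Hif3a*), 6 with DESeq2, 10 with the exact test and 14 with the classic exact test, and ranged from 1 to 7 over 6 such fits. The 103 transcripts between wild-type cortices became 221 with the exact test, 209 with all 12 samples and 483 at any fold change, with a range from 3 to 459. The 113 transcripts whose change differed between knockouts became 186 with DESeq2 and 296 at any fold change, with a range from 59 to 315 over 12 fits.

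The log2 fold change of *Nova2* in *Nova2-/-* cortex lay between -0.98 and -0.73 with each mouse left out, and its adjusted p was above 0.05 in 5 of the 6 fits. The log2 fold change of *Nova1* in *Nova2-/-* cortex was reversed to -0.029 without wild-type replicate 2, and ranged from -0.029 to 0.25. The correlation of the log2 fold changes of both knockouts, -0.184, was -0.137 by Spearman's method and -0.157 with at least 10 counts in every sample. With DESeq2, 2 neuronal differentiation markers (*Notch2* and *Sox5*) had an FDR below 0.05 in *Nova2-/-* cortex, where the main test gave 0 and 5 had an unadjusted p below 0.05. Spliced genes moved from percentile 91.22 to 100 when the signed median was taken.

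The 1991 events fell to 1119 at |*Δ*I| of at least 0.2 and to 606 with overlapping events joined, and were 1808 and 1433 at an FDR below 0.05 and 0.01. The share with less inclusion, 48.6%, was 45.8% with 1 event per gene. The correlation of *Δ*I of the cortices, -0.0854, was 0.195 at |*Δ*I| of at least 0.5 in *Nova2-/-* cortex, and that with midbrain and hindbrain, 0.200, was 0.463.

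Among 31 single transcripts, 429 alternatives left 284 results on their side of the threshold and direction, and 145 were weaker, 128 of them among the 246 fits that left out 1 mouse and 17 among the 183 others: 8 with DESeq2, 5 after thinning and 4 with the replicate block. None was reversed. The results of comparisons had 145 alternatives, of which 92 gave the same outcome, 5 a weaker one, 1 a stronger one, 45 a moved value, and 2 a reversed one.

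Comparisons of abundance in midbrain and hindbrain and the fit of all 18 samples were not run, since abundance in those regions was not used here, nor were the limma alternatives, which were set for normalized values and not for counts. With at least 10 counts in every sample, *Nova1* was removed from the *Nova1-/-* comparison, so that no value exists for it. Depth limits the transcripts with few counts, such as *Nova1* in *Nova1-/-* cortex with 3, 1 and 5 counts, whose size of change rests on those counts.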

Differences from the paper's values

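The correlation of *Δ*I between *Nova2-/-* and *Nova1-/-* cortex was -0.0854 against the paper's 0.09 in its text, while Figure 3C, read by eye, gives about -0.09. It was -0.0684 by Spearman's method, an alternative set before the data were examined, which does not close the gap to the text. With 1 event per gene and |*Δ*I| of at least 0.5, a selection chosen after seeing the values, it was 0.102, and 0.195 with all events of that size, which takes the paper's sign and not its value. In Figure 3—figure supplement 4B, the value read by eye is about -0.20 for *Nova2-/-* cortex and *Nova1-/-* midbrain and hindbrain, where the paper's text gives 0.20 and the value computed here was 0.200. Spearman's method gave 0.234, which does not close the gap to the figure. The adjusted p of *Arhgef12* in *Nova2-/-* cortex was 0.466 against the paper's 0.78. A p is counted here as closing the gap when neither value is more than 1.5 times the other, which still leaves room between them. By this limit, of the alternatives set before the data were examined, the gap is closed with no filter (0.538), DESeq2 (0.554), the exact test (0.664) and the fits without wild-type replicate 1 (0.584), wild-type replicate 2 (0.737), *Nova2-/-* replicate 1 (0.683) and *Nova2-/-* replicate 2 (0.774), and not with at least 10 counts in every sample (0.456), upper-quartile normalization (0.396), without wild-type replicate 3 (0.157), without *Nova2-/-* replicate 3 (0.516) or with the replicate block (0.400). Over these alternatives the adjusted p ran from 0.157 to 0.774. The classic exact test, chosen after seeing the values, also closes it (0.802), and all 12 samples in one fit (0.361) and thinning (0.490), chosen likewise, do not.

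The deposited table's *Δ*I of *Ank2* was -0.673, about 0.67 in Figure 6—figure supplement 3, read by eye. For *Ptprs* it was -0.220, about 0.22 in the same figure, read by eye. For *Slit2* it was 0.302, about 0.32 in Figure 4, read by eye. The event of each gene was picked as the one whose |*Δ*I| lies nearest to the figure's value, so that a match of size is built in, and other events of these genes may be the ones drawn. No alternative set before the data were examined applied to these values. The expected counts summed to 84004858, 80033974, 72314317 and 66586580 in the 4 groups, against the paper's 225,054,059, 213,596,515, 190,282,241 and 180,200,564 unique reads, and no alternative applied. The sequencing was paired-end, and the paper does not say whether a read pair was counted once, so these sums may differ in unit. The smallest adjusted p among the neuronal differentiation markers was 0.0924 in *Nova2-/-* cortex, that of *Sox5*, against the paper's 0.0527887. The exact test closes this gap (0.0526), and DESeq2 (0.0210) and adjustment over the list alone (0.120) do not. These smallest values need not belong to one gene. *Notch2*, the marker with the highest log2 fold change, had 0.146 in the main test. In *Nova1-/-* cortex the smallest adjusted p was 0.505 against the paper's 0.278943, which the exact test (0.235) and DESeq2 (0.309) close and adjustment over the list alone (0.161) does not.

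The paper states 60 changed transcripts in *Nova2-/-* cortex, where 41 passed both thresholds here, the alternative without a filter gave 67, and the replicate block gave 55. In the authors' deposited table, 173 transcripts in *Nova2-/-* and 14 in *Nova1-/-* cortex pass both thresholds, and the classic exact test, which was chosen after seeing the values, gave 173 and 14. The paper counts the events of 1 *Robo2* exon as changed in midbrain and hindbrain among the axon guidance genes, and 5 events of *Sema6d* with *Δ*I from 0.113 to 0.156 passed both thresholds in the deposited table too. The paper lists events of *Dclk1* and *Enah* among those of the corpus callosum, and these genes have no event in the deposited table.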

Other observations

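Of the tests below, those of sex, of opposite direction with 1 event per gene, and of the size of *Δ*I were chosen after the result had been seen, as was the form of the regroupings for *Nova2-/-* cortex.

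The 41 transcripts changed in *Nova2-/-* cortex were set against 4 splits that part every pair of equal number, of which the real one alone gave as many (1 of 4), while the 6 splits that keep some pairs together gave at most 1. The 2 transcripts in *Nova1-/-* cortex came from 1 of 10 splits. Neither design can give a share below 0.05. In *Nova2-/-* cortex the median log2 fold change of the 19 meningeal genes was 1.29, above 100% of 10000 random lists, and 3 of them (*Crabp2*, *Dcn* and *Ogn*) had an FDR below 0.05. It was -0.24 in *Nova1-/-* cortex, below 100% of 10000 random lists, where 0 of them had an FDR below 0.05 and 7 (*Col1a2*, *Col3a1*, *Crabp2*, *Foxc1*, *Foxd1*, *Slc22a6* and *Tbx18*) had an unadjusted p below 0.05. Of the 41 transcripts, 34 had the same direction in the comparison of wild-type cortices, and 9 passed both thresholds there (*Adamts12*, *Bmp5*, *Cldn11*, *Dcn*, *Enpep*, *Lox*, *Pcolce*, *Sned1* and *Stab1*). The comparisons share the 3 wild-type mice of the *Nova2* litters, which by itself favours one direction in both. No number for unrelated comparisons was computed, so the 34 and the 9 are no evidence of a common cause. The summed meningeal CPM of these wild-type mice were 210, 271 and 551 against 664 to 1012 in the other mice. Less meningeal tissue in these wild-type samples may therefore be part of the change. A change caused by the loss of NOVA2 cannot be told apart from it.

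Other technical explanations were tested for the 41 transcripts. Of them 0 were Y-linked, *Xist* or *Tsix*, but 4 of the 6 such genes tested (*Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty*) had an unadjusted p below 0.05, with wild-type mice that differ from each other in Y-linked counts. The 6 genes are too few to be most of the 41, so they do not decide whether sex contributes. This reading was changed after the value was seen. *Xist* had 1570 CPM in wild-type replicate 1 and 1814 to 1901 in the 3 *Nova2-/-* mice. The groups did not overlap in any of the 41, so this wild-type mouse lay apart from the *Nova2-/-* mice in each. That argues against sex as the only cause of the 41. It rests on 1 wild-type mouse, and a contribution of sex stays open. Without wild-type replicate 2, which had 336 CPM on 1427 receptor genes against 19.5 to 38.5 in the other mice, 39 kept a log2 fold change of at least 1, and *Clec2d* and *E030010A14Rik* did not. In that fit 14 transcripts passed both thresholds, 10 of them among the 41, so the fold changes were mostly kept and most of the calls were not. After thinning to the smallest total, 34 transcripts passed both thresholds. The Spearman correlation of log2 fold change with exonic length was 0.133, so a bias by gene length may contribute. Y-linked genes had 469 and 448 CPM in wild-type replicates 2 and 3 of the *Nova2* litters and 445 in *Nova1-/-* replicate 2, whose *Xist* CPM were 4.15, 11.6 and 129. *Nova2-/-* replicate 3 had 19.8 and *Nova1-/-* replicate 3 had 26.5 CPM on Y-linked genes, and the other mice had less than 1.

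The genes with events lay at percentile 91.22 of random lists by the median size of the log2 fold change in *Nova2-/-* cortex, which does not exceed the limit set for a change in abundance. By the signed median they lay at percentile 100, at a median log2 fold change of 0.01 against -0.04 for random lists.

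The correlation of *Δ*I between *Nova2-/-* cortex and *Nova1-/-* midbrain and hindbrain was 0.200. It was 0.219 without the events of *Nova1*, and 0.171 with 1 event per gene, so neither accounts for it. With 1 event per gene and |*Δ*I| of at least 0.5, it was 0.437 over 70 genes, where a shared direction hidden by small changes may be the reason, but the selection of large *Δ*I raises a correlation by itself and the test does not decide it. This reading was changed from a positive one after the value was seen.

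Of the 18 events past both thresholds in *Nova1-/-* cortex, 16 went in the direction opposite to that in *Nova2-/-* cortex. With 1 event per gene, 7 of 8 did (*Cep170*, *Cnot2*, *Luc7l*, *Phf20*, *Rbm39*, *Rnf111* and *Tia1*, named after their values were seen), and *Camk2g* did not, so repeated events of one exon do not account for the opposite direction. *Δ*I in *Nova1-/-* cortex and in *Nova1-/-* midbrain and hindbrain had a correlation of 0.137 across all events. Of the 8, 7 (all but *Cep170*, counted after their values were seen) had the direction of *Nova1-/-* cortex in *Nova1-/-* midbrain and hindbrain too. The samples of both regions carry the same replicate numbers and may come from the same mice, so this shared direction is not independent evidence. Without values per mouse it stays open whether differences between the mice may contribute.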
